# Lipopolysaccharide Alters the m6A Epitranscriptomic Tagging of RNAs in Cardiac Tissue

**DOI:** 10.3389/fmolb.2021.670160

**Published:** 2021-07-28

**Authors:** Ye-Chen Han, Hong-Zhi Xie, Bo Lu, Ruo-Lan Xiang, Hai-Peng Zhang, Jing-Yi Li, Shu-Yang Zhang

**Keywords:** N6-methyladenosine, sepsis, myocardial dysfunction, epitranscriptomics, lncRNA

## Abstract

N6-methyladenosine (m^6^A) modification plays important roles in the pathology of a variety of diseases. However, the roles of m^6^A modification in sepsis-induced myocardial dysfunction are not well defined. Rats were divided into control and lipopolysaccharide (LPS)-induced sepsis group. Global m^6^A levels of left ventricle tissue were measured by LC-MS/MS, and transcriptome-wide m^6^A modifications were profiled using epitranscriptomic microarrays (mRNAs and lncRNAs). Bioinformatics analysis was conducted to understand the functional implications of m^6^A modifications during sepsis. Methylated lncRNAs and mRNAs were measured by m^6^A single-base site qPCR. The global m^6^A levels in left ventricle tissue were significantly decreased in the LPS group. While 27 transcripts (23 mRNAs and four lncRNAs) were hypermethylated, 46 transcripts (39 mRNAs and 7 lncRNAs) were hypomethylated in the LPS group. The mRNA expression of writers and readers was significantly decreased in the LPS group. The m^6^A modification of Clec1b, Stk38l and Tnfrsf26 was associated with platelet activation and apoptotic pathways. Moreover, the decrease in m^6^A modification of lncRNA XR_346,771 may be related to cation import in cardiac tissue. Our data provide novel information regarding changes to m^6^A modifications in cardiac tissue during sepsis, and m^6^A modifications might be promising therapeutic targets.

## Introduction

Sepsis is a life-threatening condition involving organ dysfunction that is caused by a dysregulated host response to infection (Cohen et al., 2015), It has been reported that approximately 50% of patients with septic shock are diagnosed with septic cardiomyopathy, which causes myocardial dysfunction, and these patients tend to have poor prognoses (Zaky et al., 2014). Myocardial dysfunction is an important factor that contributes to the high mortality rate of sepsis. Therefore, it is necessary to elucidate the pathogenesis of myocardial dysfunction in order to develop new treatment strategies to reduce the mortality rate of sepsis.

To date, a series of reversible posttranscriptional modifications located in RNAs have gained increasing attention. More than 140 chemical modifications have been discovered in RNAs. The modifications range from simple methylation or isomerisation, such as N6-methyladenosine (m^6^A), 5-methylcytosine (m5C), N1-methyladenosine (m^1^A), pseudouridine (Ψ), 5-methyluridine (m^5^U),1-methylguanosine, and 7-methylguanosine (m^1^G and m^7^G, respectively) and inosine (I), to complex multistep chemical modifications, such as N^6^-threonylcarbamoyladenosine and 5-methoxycarbonyl-methyl-2-thiouridine (mcm5s^2^U) (Pan, 2018). Among them, the m^6^A is one of the most abundant and influential modifications in eukaryotes. M^6^A modification is involved in regulating a variety of posttranscriptional events, including pre-miRNA processing and RNA stability, translation and alternative splicing (Chokkalla et al., 2019). M^6^A modifications occur via the m^6^A methyltransferases called “writers”; they are removed by the demethylases called “erasers” and are recognized by m6A-binding proteins called “readers”. The orchestrated interplay among writers, erasers, and readers drives the dynamics and outcomes of the m^6^A modification of RNAs. An increasing number of studies have reported that m^6^A modification plays important roles in biological and pathophysiological processes, such as tumorigenesis, embryonic stem cell differentiation, and viral infection (Kennedy et al., 2016). In mouse GC-1 SPG cells, meclofenamic acid inhibits spermatogonial proliferation by affecting CDKs expression through a m^6^A-dependent mRNA degradation pathway (Huang et al., 2019). In liver cancer, overexpression of METTL3 leads to the degradation of suppressor of cytokine signalling two and promotes tumor growth (Lin et al., 2019).

M^6^A modification is also associated with the pathophysiological processes of cardiac differentiation and a variety of cardiovascular diseases. Methyltransferase-like 3 (METTL3) is a major factor involved in abnormal m^6^A modification. Silencing METTL3 enhances the autophagic flux and represses apoptosis in hypoxia/reoxygenation-treated cardiomyocytes (Song et al., 2019). Overexpression METTL3 increased m^6^A levels in mRNAs isolated from transverse aortic constriction (TAC) mice hearts. TAC inducd pathological hypertrophic cellular growth was attenuated in hearts of METTL3-overexpressing mice, as evidenced by the crosssectional area of myocytes (Kmietczyk et al., 2019). In addition, aging caused METTL3/METTL14 down-regulation in aorta and atria in male animals while the differentiation-induced increased level of METTL16 (Arcidiacono et al., 2020). Prabhu M et al. found that downregulation of fat mass and obesity associated protein (FTO) expression in failing mammalian hearts and hypoxic cardiomyocytes increased the m^6^A modification of RNAs and reduced the contractile function of cardiomyocytes (Mathiyalagan et al., 2019). FTO also played a vital role in cardiac contractile function during homeostasis and remodeling. FTO overexpression attenuated the ischemia-induced elevation in m^6^A modification and significantly improved cardiac function of post-myocardial infraction (Mathiyalagan et al., 2019). Berulava et al. reported that differently expressed genes of m^6^A methylation are involved in heart failure development. Bioinformatics analysis has revealed that the differentially m^6^A are mainly involved in metabolism and cardiac signaling (Berulava et al., 2020). However, the regulatory role of the m^6^A modification in cardiac function is still unclear.

The contraction of the ventricle transports blood to the capillaries of the body or lungs, while the contraction of the atria send blood into the ventricle. In addition, the right ventricle mainly supplies blood to the lungs, and the blood in the right ventricle is venous blood. The left ventricle mainly supplies blood to the organs and tissues of the body, and the blood in the left ventricle is arterial blood. Therefore, the function of the left ventricle is very important to maintain organ perfusion. If the left ventricular function declines, it will leads to organ perfusion insufficiency and, eventually, organ failure. In this direction, we focused on the mechanism underlying left ventricle injury in sepsis to find any potential clinical significance for improving organ perfusion. The overall goal of this study was to explore a new layer of epigenetic alterations through the genome-wide screening of the altered m^6^A-tagged transcript profiles in lipopolysaccharide (LPS)-induced myocardial dysfunction. We successfully mapped m^6^A transcripts in left ventricle tissue in LPS-induced sepsis. Some potential roles of the m^6^A modification in the physiological and pathological mechanisms of sepsis were revealed.

## Materials and Methods

### Animals

Eight-week-old male Wistar rats weighing 250–350 g were used in this study. All the rats used in our study were obtained from Charles River Laboratories (Beijing, China). Water and standard laboratory food were freely available to the animals. The Experimental Animal Welfare Ethics Branch and the Biomedical Ethics Committee of Peking University approved our study protocol (LA 2020343). All the procedures for handling the animals were in accordance with the Guide for the Care and Use of Laboratory Animals (NIH Publication No. 85–23, revised 1996).

After acclimating for 1 week, 10 Wistar rats were randomly divided into two groups. The rats in the LPS group (*n* = 5) were intraperitoneally injected with LPS (10 mg/kg, 5 mg LPS dissolved in 1 ml 0.9% saline). The rats in the control group (*n* = 5) were intraperitoneally injected with 0.9% saline (2 ml/kg). 24 hours after LPS injection, mean blood pressure was measured by the tail-cuff method with a noninvasive blood pressure measurement system. The left ventricle tissue samples were immediately transferred to liquid nitrogen and stored at −80°C for preservation.

### RNA Extraction and Quality Control

Total RNA was isolated from the left ventricle tissues of the LPS (*n* = 5) and control (*n* = 5) groups using TRIzol Reagent (Invitrogen, United States). The quantity and purity of the total RNA samples were measured by a NanoDrop ND-1000 (ThermoFisher, United States).

### Quantification of Global m^6^A Levels

Liquid chromatography-tandem mass spectrometry (LC-MS/MS)-based mRNA modification detection was performed according to the Aksomics standard protocol. Briefly, 5 μg of total RNA from the heart tissues of the LPS (*n* = 5) and control (*n* = 5) groups was used to isolate mRNA using the NEBNext Poly(A) mRNA Magnetic Isolation Module (NEB, E7490, United States). The purified mRNA was quantified using the Qubit RNA HS Assay kit (ThermoFisher, United States) and digested to single dephosphorylated nucleosides by an enzyme mixture. Pretreated nucleosides solution was deproteinized using Satorius 10,000-Da MWCO spin filter. LC-MS/MS analysis was performed on an Agilent 6460 QQQ mass spectrometer with an Agilent 1260 HPLC system using Multi reaction monitoring (MRM) detection mode (Agilent, United States. The nucleosides were quantified by using retention time and the nucleoside to base ion mass transitions of 268-136 (A) and 282-150 (m^6^A). Quantification was performed in comparison with the standard curve obtained from pure nucleoside standards running with the same batch of samples. The m^6^A level was calculated as the ratio of m^6^A to A based on the calibrated concentrations.

### Quantitative Real-Time PCR

After extraction, the total RNA was reverse-transcribed into cDNA using SuperScriptTM III Reverse Transcriptase (Invitrogen) according to the manufacturer’s instructions. Amplification and detection were performed using 2× SYBR Green PCR Master Mix (Arraysta, United States) on a ViiA 7 Real-Time PCR System (Applied Biosystems). The sequences of the gene-specific primers are listed in Supplementary Table S1. GAPDH was used as the control housekeeping gene.

### Western Blot Analysis

Protein extraction of left ventricle tissue and the protein concentration was determined by Bradford method (M&C Gene Technology Ltd.). The protein samples were then subjected to SDS-polyacrylamide gel electrophoresis (SDS-PAGE) and transferred to polyvinylidene difluoride membrane. The membranes were probed with antibodies of interest. The antibodies used were as follows: METTL3, METTL14, Wilms tumor 1-associated protein (WTAP), and YTH N6-methyladenosine RNA binding protein 1 (YTHDF1), YTHDF3 (all1:1,000; Cell Signal Technology), and β-actin (1:4,000; Abcam).

### M^6^A mRNA&lncRNA Epitranscriptomic Microarray

Sample preparation and microarray hybridization were performed based on Arraystar’s standard protocols (Arraystar). Briefly, total RNA from the heart tissues of the LPS (n = 5) and control (*n* = 5) groups was immunoprecipitated with an anti-m^6^A antibody (Synaptic Systems, 202003). The modified RNAs immunoprecipitated by the magnetic beads were labelled as “IP”, and the unmodified RNAs in the supernatant were labelled as “Sup”. The “IP” and “Sup” RNAs were labeled with Cy5 and Cy3, respectively, as cRNAs in separate reactions using the Arraystar Super RNA Labeling Kit (ArrayStar). The cRNAs were combined and hybridized onto an Arraystar Rat mRNA&lncRNA Epitranscriptomic Microarray (4 × 44K, Arraystar) that contained 27,770 mRNA and 10,582 lncRNA degenerate probes. The hybridized arrays were scanned in two-color channels by an Agilent Scanner G2505C.

### Microarray Data Analysis

Agilent Feature Extraction software (version 11.0.1.1, United States) was used to analyze the acquired array images. Each probe signal was evaluated and flagged as present, absent or marginal in at least 5 out of 10 samples. The raw intensities of the IP (immunoprecipitated, Cy5-labeled) and Sup (supernatant, Cy3-labeled) samples were normalized by the average of log2-scaled spike-in RNA intensities. The differentially m^6^A-methylated RNAs between the LPS and control groups were identified by filtering with thresholds of fold change >1.5 and statistical significance (*p* < 0.05).

### Bioinformatics Analysis

Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) analyses were performed using some package in the R environment for statistical computing and graphics. The differentially m^6^A-methylated mRNAs, as well as the downstream mRNAs predicted by the competing endogenous RNA (ceRNA) network, were classified into different GO terms and enriched in certain biological pathways. Protein-protein interaction (PPI) analysis was performed using the STRING database (https://string-db.org). The SRAMP database (http://www.cuilab.cn/sramp) was used to predict the number of m^6^A sites on the differentially m^6^A-methylated transcripts (Zhou et al., 2016).

### M^6^A Single-Base Site qPCR

Before amplification and detection, the LPS (*n* = 5) and control (*n* = 5) group samples were treated with an *Escherichia coli* toxin and RNA endoribonuclease, MazF. MazF is reported to be sensitive to m^6^A modification within the ACA motif (Imanishi et al., 2017). The MazF-digested mRNA samples and the nondigested samples were subjected to reverse transcription using SuperScriptTM III Reverse Transcriptase (Invitrogen) for qPCR as described above. The targeted lncRNAs and mRNAs were predicted by SRAMP to identify the ACA motif and m^6^A position. The primer sequences specific for the methylated lncRNAs and mRNAs are listed in Supplementary Table S2. The relative expression levels were calculated using the 2^−△△Ct^ method, and the tested genes were calibrated with MazF as follows:

$$\%MazF-=\left(2^{\wedge }-Ct_{MazF+}\right)/\left(2^{\wedge }-Ct_{MazF-}\right)\times 100\%$$

### Competing Endogenous RNA Network Construction

The targeted lncRNAs were verified by m^6^A single-base site qPCR to construct the ceRNA network. Only three steps were used for ceRNA network construction. First, the potential target microRNAs of lncRNAs were predicted with Aksomics’s homemade miRNA target prediction software based on TargetScan and miRanda (Enright et al., 2003; Pasquinelli, 2012). Second, the target genes of the miRNAs involved in the lncRNA-miRNA interaction network were predicted with the database described above. Finally, the lncRNA-microRNA-mRNA interaction networks were constructed by Cytoscape v2.8.3. The targeted mRNAs were also analyzed by GO and KEGG to completely understand the ceRNA effects.

### Statistical Analysis

The statistical significance of the GO and KEGG analysis of mRNAs enrichment were calculated by Fisher’s exact test *p* < 0.05 and -log10(*p*) transformed as the enrichment score as well as mRNAs predicted by the ceRNA network for GO and KEGG analysis. The significance of the differences in the expression and methylation levels between the LPS and control groups was evaluated with an unpaired two-sided *t*-test for LC-MS/MS, qRT-PCR, microarray analysis and m^6^A single-base site qPCR, and the recommended *p*-value threshold was less than 0.05. “*” indicates a significant difference compared with control group (*p* < 0.05).

## Results

### The Global Levels of m^6^A Modification Were Decreased

In about 24 h after giving intraperitoneal injection of LPS, we measured the MAP of rats. As previous paper, the rats with a MAP declined to 25–30% or below were chosen as the sepsis model (Nie et al., 2020). Furthermore, signs of shock such as lassitude, tachycardia and a sharp drop in body temperature were observed in all sepsis rats. In the control group, there was no significant change in MAP in rats injected with saline. Previous study showed that there is a positive relationship between MAP and heart function (Yang et al., 2018; Zhang et al., 2019). Therefore, we isolated heart tissue and chose the left ventricle for identification of m^6^A modification levels (Figure 1A). There was no measurement of cardiac function or sepsis physiology in these experiments.

**FIGURE 1:**
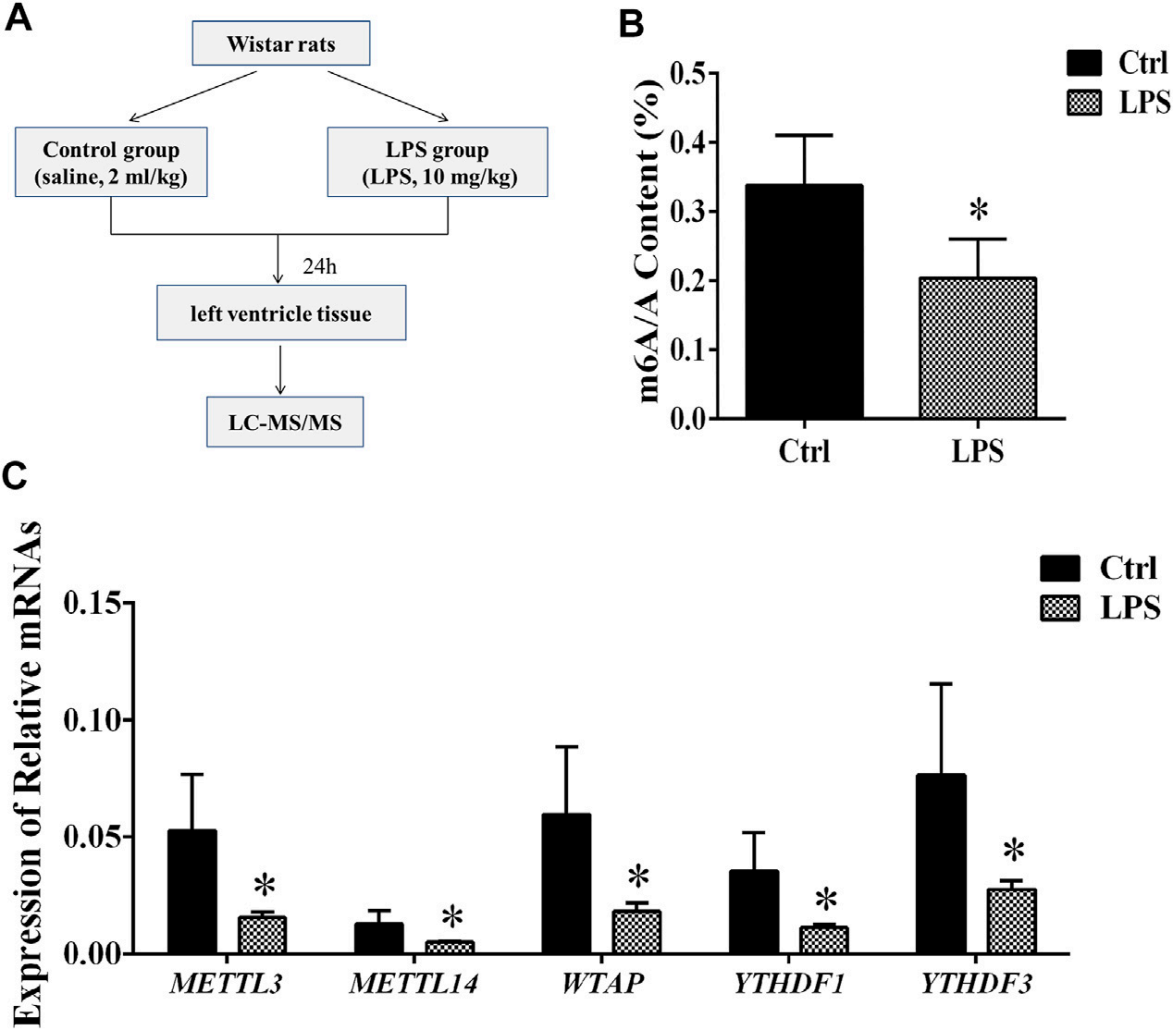
Global level of m^6^A modification and mRNA levels of enzymes in left ventricle tissue. **(A)** Flowchart of tissue collection. **(B)** Global level of m^6^A modification measured by LC-MS/MS in left ventricle tissue. **(C)** Relative expression mRNA levels of m^6^A-related enzymes in left ventricle tissue during sepsis. The mRNA levels were determined by qRT-PCR and normalized by GAPDH. *p < 0.05 versus the Ctrl group. Ctrl, control; LPS, lipopolysaccharide.

To determine the difference in the m^6^A modification levels between the LPS and control groups, we used LC-MS/MS to measure these levels. We found that the global m^6^A modification level in the rat left ventricle tissues from the LPS group was significantly decreased compared with control group (Figure 1B).

### The Expression of m^6^A Writers and Readers Was Downregulated

The m^6^A methylation modification is dynamically modulated by RNA methyltransferases, RNA-binding proteins and demethylases. We analyzed the mRNAs level of RNA methyltransferases (writers: METTL3, METTL14, and WTAP), RNA-binding proteins (readers: YTHDF 1 and YTHDF 3) and a demethylase (eraser: FTO). It was found that the expression of the METTL3/METTL14/WTAP/YTHDF 1, and YTHDF 3 in the LPS group was significantly downregulated compared with control group. However, the expression of FTO has no significant difference (Figure 1C). In addition, we measured the protein expression of METTL3/14, WTAP, and YTHDF1/3. We found that protein expressions of these proteins significantly downregulated in LPS group (Supplementary Figure S1). The expressions of METTL3/14, WTAP, and YTHDF1/3 were decreased by 42.2, 64, 47.6, 49.6 and 56.6%, respectively. The results of protein expression and mRNA expression are consistent.

### M^6^A Modification Profiles of lncRNAs and mRNAs

Probes specific for 27,770 mRNAs and 10,582 lncRNAs were used to analyze the samples from the LPS and control groups using an m^6^A mRNA and lncRNA Arraystar epitranscriptomic microarray. 

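Left ventricle RNA of 5 rats given LPS at 10 mg/kg and of 5 control rats given saline at 2 ml/kg, all 8 weeks old and examined 24 h after the injection, was separated with an anti-m6A antibody into the immunoprecipitated fraction (IP, labelled with Cy5) and the unbound supernatant (Sup, labelled with Cy3). Both fractions of a rat were hybridized to the same array, so the series holds 10 arrays, 1 per rat, with no exchange of the dyes. Each array holds 44393 spots, of which 42976 are not controls and stand for 41320 probes. The IP signal was well above background for 51.3% to 61.7% of the non-control spots on the 5 LPS arrays (median 53.5%) and for 59.2% to 67.9% on the 5 control arrays (median 61.7%). For the Sup signal the ranges were 64.9% to 75.8% (median 68.5%) in LPS and 66.4% to 72.7% (median 70.7%) in control rats. No spot was saturated. The number of arrays limits the precision of all values.

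The authors' scanner files hold intensities from which Feature Extraction 11.0.1.1 had subtracted the background and which it had dye-normalized within each array. The methods then scale each channel by the average log2 intensity of the spike-in RNA. The files do not mark the spike-in probes, so the constant of each channel was taken from the authors' deposited table of log2 values, which differed from the log2 processed signal by 1 constant per column. Control spots and spots marked as outliers were left out. The methylation level was 100 x IP/(IP + Sup), the m6A ratio was log2(IP/Sup), and the total was log2(IP + Sup), which stands for the amount of the RNA. Probes well above background in either fraction on at least 5 of the 10 arrays were kept, and 29622 were tested with limma and Benjamini-Hochberg adjustment. Because the dye normalization sets the fractions of an array to a common level, a shift of the ratio of all probes depends on the spike-in constants.

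The arrays lay on 3 slides. Slide 1 held 2 control arrays, slide 2 held 3 control arrays and 1 LPS array, and slide 3 held 4 LPS arrays, so slide and treatment overlap almost fully. The files give no gene names. Of 48 probes named by an accession, 30 were paired with a gene through the RefSeq table of the rat. The 31 transcripts of Tables 1 and 2 were each matched to the single probe of the deposited table whose fold change and p equal the printed ones to within 1e-09, so their values in that table equal the paper's by construction and are no independent evidence for them. The levels given here rest on the same signals, apart from the outlier spots left out, so their directions are no independent evidence either.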

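In the left ventricle of the LPS rats the m6A ratio of 28 probes was higher and that of 37 probes was lower than in the control rats (adjusted p under 0.05 from limma). Named transcripts among those that rose were Cfap52, which encodes a protein of motile cilia, Tmco5b, Gas7 and the lncRNA XR_595034. Named transcripts among those that fell were Il6, an inflammatory cytokine, Tnfrsf21, a receptor of the tumor necrosis factor family, Fkbp11, an isomerase of the endoplasmic reticulum, Elovl2, a fatty acid elongase, the kinase Stk38l, Slpil3, Gprc5d and the lncRNA XR_349185, which was not well above background in control rats. Both fractions were well above background on every array for 22 of the 65 probes, and for 27 of them the IP fraction was not well above background on any array of at least 1 group. At an unadjusted p under 0.05, 1223 probes were higher and 1047 were lower. At the study's thresholds, a fold of the methylation level over 1.5 and p under 0.05 from the methods' t-test, 71 probes were higher and 98 were lower in LPS, and 2 and 2 of them passed after Benjamini-Hochberg adjustment. With the slide as a block, which rests on the 1 LPS rat and the 3 control rats of slide 2, limma called 4 probes higher and 6 lower. Over the 65 probes, which were chosen with the rats of slide 2 included, the blocked difference was at the median 0.991 of the unblocked one and its standard error was 1.79 times as large. The kept size is therefore in part built in. For 28 probes called on slides 1 and 3 alone, 0.467 of the difference, at the median, was seen within slide 2 for its LPS rat. Limma called 11 higher and 6 lower after normexp background correction and 93 higher and 38 lower on the raw median signals, and without 1 rat in turn it called from 7 (without LPS rat 5) to 29 probes higher and from 9 (without LPS rat 6) to 24 lower. The normexp correction added an offset of 50, above the median raw signal of every channel and array (22 to 34). For dim probes such an offset can shrink or turn a difference. Calls of dim probes that normexp ended or turned, here and below, therefore say little.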

The results showed that the m^6^A modification levels of 62 mRNAs and 11 lncRNAs were significantly altered in the LPS group compared with control group (fold change >1.5, *p*-value < 0.05) (Figures 2A,B). The altered lncRNAs and mRNAs were aligned for cluster analysis (Figures 2C,D). 

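Over all 28542 probes with a value on each array, the m6A ratios of rats of the same group were more alike than those of rats of different groups. After each probe was centred on its mean, the mean Pearson correlation across probes was -0.038 between rats of the same group and -0.17 between rats of different groups. The difference was 0.13 (one-sided exact permutation test for a difference at least as large, over all assignments of the rats to the groups, p = 0.016). For the totals the mean correlation was 0.34 within and -0.47 between the groups, a difference of 0.82 (p = 0.0079, the smallest that the exact permutation test can give). These correlations run across probes, which are not independent replicates, and all kept probes entered, since transcripts chosen for their difference separate the groups by construction. The exact tests exchanged rats regardless of their slide. The 4 LPS rats of slide 3 correlated with each other at 0.015 by the m6A ratio and at 0.34 by the total. Slide 2 is the only slide with both groups. Its LPS rat, by the m6A ratio, correlated at -0.15 on average with the other LPS rats, at -0.080 with all control rats and at -0.14 with the control rats of its own slide. By the total, it correlated at 0.28 with the other LPS rats and at -0.38 with the control rats of its own slide. Without LPS rat 5 or LPS rat 7 the difference for the m6A ratio no longer passed the exact permutation test (p = 0.063 and p = 0.056).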

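The cytokine Il6 and the secreted protease inhibitor Slpi were among the 10 mRNAs that Table 2 lists as hypomethylated, whose methylation level was lower in every LPS rat than in every control rat. The difference in the m6A ratio passed limma's adjusted threshold for 7 of the 10, and the total of both fractions rose for all 10. The level of Fkbp11 was 37.6% ± 4.39 (SD, n = 5) in LPS and 65.9% ± 3.83 (SD, n = 5) in control rats, a log2 difference in the ratio of -1.69 (standard error 0.21, adjusted p = 0.0028 from limma), and its total rose by 1.76 on the log2 scale. The level of Tnfrsf21 was 22.2% ± 3.81 in LPS and 45.7% ± 5.30 in control rats (log2 difference -1.57, standard error 0.22, adjusted p = 0.0084), and its total rose by 1.05. The level of Il6 was 32.0% ± 9.57 in LPS and 60.1% ± 10.3 in control rats (log2 difference -1.75, standard error 0.35, adjusted p = 0.0497), and its total rose (adjusted p = 0.0025). Il6 was well above background on 1 of the 5 control arrays in each fraction, so its control level and the size of the change in its total are poorly measured. Rps15a, Ssr1 and Slpi did not pass, with adjusted p of 0.053, 0.18 and 0.18. The call of Il6 was lost without any 1 rat other than LPS rat 3 or control rat 17 (adjusted p up to 0.16), and also with no filter on dim probes and with the ratio centred on its median. After normexp background correction the log2 difference in the ratio was -0.81 for Fkbp11, -0.92 for Tnfrsf21 and -0.36 for Il6, and none of these passed, and that of Rps15a turned to 0.020. The total difference was then 1.08 for Fkbp11, which still passed, and 0.60 for Tnfrsf21, which did not.

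Of the 10 mRNAs that Table 2 lists as hypermethylated, 3 passed limma's adjusted threshold, and their totals went both ways, with 3 that rose, 3 that fell and 4 that did not pass. The level of Cfap52 was 62.1% ± 4.21 in LPS and 27.0% ± 5.67 in control rats (log2 difference 2.17, standard error 0.23, adjusted p = 0.00066), while its total fell by 2.18. The level of Tmco5b was 83.6% ± 6.78 in LPS and 45.8% ± 17.2 in control rats (log2 difference 2.72, standard error 0.43, adjusted p = 0.015), and its total rose by 3.08. Its IP signal was well above background on 2 of the 5 control arrays. The level of Gas7 was 62.8% ± 5.42 in LPS and 38.7% ± 6.01 in control rats (log2 difference 1.44, adjusted p = 0.019), with a total difference of -0.10 that did not pass. Cd44, a cell surface glycoprotein that binds hyaluronan, had a level of 57.5% ± 4.77 in LPS rats, and its ratio did not pass (adjusted p = 0.088). Its IP signal was not well above background on any control array and was at least 4.05-fold higher in LPS. Such bounds set the mean of the bright group against the lowest signal well above background on the arrays of the other group, and remain open to dye bias. They were taken after loess within arrays and quantile normalization of the mean log2 intensities between arrays. They are thus not on the spike-in scale of the levels and totals. The call of Gas7 was lost without LPS rat 5 or 7 or control rat 18 or 20 (adjusted p of 0.053 to 0.060), and that of Tmco5b without LPS rat 6 (0.052). After normexp the log2 difference was 1.09 for Cfap52 and 0.93 for Tmco5b, and neither passed, while Gas7 still did. The total differences of Cfap52 and Drd4, among the 3 that fell, were then -0.26 and -0.16 and did not pass, and that of Tmco5b was 0.95 and did.

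The totals of all probes together were higher in LPS, by 0.16 on the log2 scale, and this direction turned on signals with no scaling. Totals taken relative to the 75th percentile of each array come out lower by 0.24, and on that scale the total of Fkbp11 was higher by 1.52, that of Tnfrsf21 by 0.81 and that of Tmco5b by 2.85, and that of Cfap52 differed by -2.42. These 20 mRNAs were chosen by the study for their folds in these same rats, so their number is no independent evidence of a direction. When the slide was fitted as a block the ratio of every one kept its direction, and Stk38l alone of the 20 still passed limma's adjusted threshold. The kept direction is in part built in, since the rats of slide 2 entered the choice of these mRNAs. With the block the total still passed for 3 of the 10 hypomethylated mRNAs (Gprc5d, Slpi and Rps15a) and for 2 of the 6 hypermethylated ones whose total had passed (Tmco5b and Cd44). The blocked total difference was 1.31 for Fkbp11, 0.39 for Tnfrsf21, 1.23 for Ssr1, -1.90 for Cfap52 and -1.18 for Drd4, and these did not pass, nor did those of Il6, Elovl2, Slpil3, Stk38l, Rtn4 and Clec1b.

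**Figure D1:**
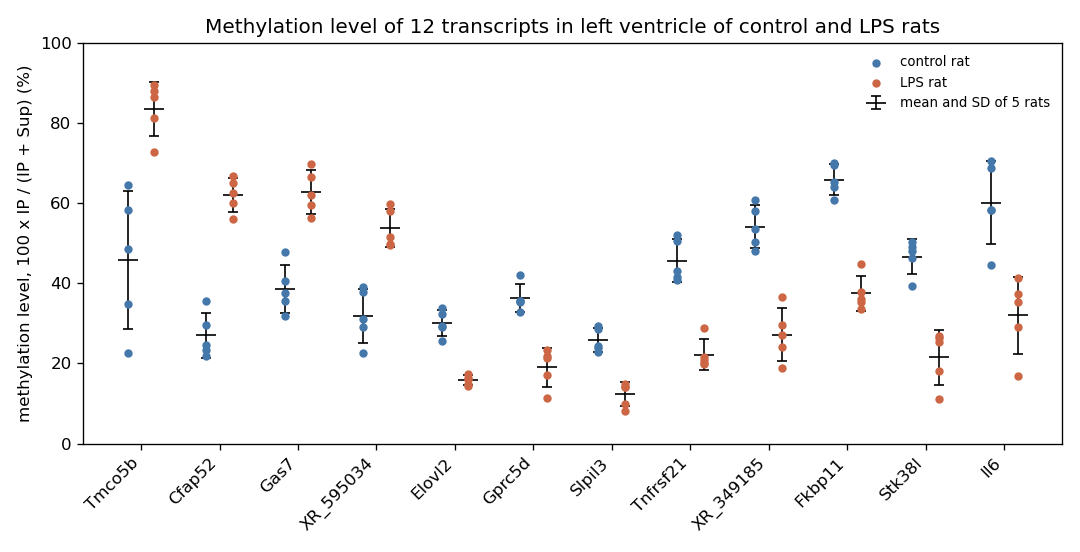
Methylation level, 100 x IP/(IP + Sup) in percent, on the vertical axis for the 12 transcripts of Tables 1 and 2 whose m6A ratio passed limma's adjusted threshold, on the horizontal axis from the highest to the lowest log2 difference. Each point is 1 rat (blue, control; orange, LPS), and the horizontal mark with its bar gives the mean and SD of 5 rats. For each transcript the LPS rats lie wholly above or wholly below the control rats, which is in part built in, since the 12 were chosen for their difference in these rats. In control rats neither fraction of XR_349185 was well above background on any array, and each fraction of Il6 was on 1 of 5. The IP signal was well above background on 1 of 5 LPS arrays for Stk38l and on 2 of 5 control arrays for Tmco5b.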

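Among the 11 lncRNAs, XR_595034 rose and XR_349185 fell in m6A ratio at limma's adjusted threshold, and the other 9 did not pass. The level of XR_595034 was 53.8% ± 4.76 (SD, n = 5) in LPS and 31.9% ± 6.74 (SD, n = 5) in control rats (log2 difference 1.33, standard error 0.25, adjusted p = 0.036 from limma), with a total difference of 0.01 that did not pass. The ratio of XR_349185 passed as lower (adjusted p = 0.010 from limma) and its total as higher. In control rats neither fraction of XR_349185 was well above background on any of the 5 arrays, so it has no measured level there. Its IP signal was at least 2.42-fold and its Sup signal at least 11.4-fold higher in LPS. After normexp background correction the ratio difference of 6 of the 7 lncRNAs with a lower level turned to the opposite direction, XR_349185 among them, and on the raw median signals that of 3 did (XR_594228, XR_589378 and XR_596592), and none of these passed. All 6 had signals not well above background on some arrays, where the normexp offset of 50 can set the direction. The ratio difference of XR_595034 was 0.58 after normexp and did not pass. Of the 4 lncRNAs with a higher level in LPS, the total of 1 rose and none fell, and of the 7 with a lower level, the totals of 2 rose and those of 4 fell. The ratio of XR_594228 did not pass (adjusted p = 0.063), its total fell by 3.00, and its IP signal, not well above background on any LPS array, was at least 5.01-fold lower in LPS. After normexp none of the 4 totals that fell was lower past the threshold: the difference was -0.072 for XR_594228 and 0.084 for AABR07026021.1, which did not pass, and 0.40 for XR_589378 and 0.36 for XR_596592, which passed as higher. With the slide block the ratios of all 11 kept their direction, which is in part built in, since the rats of slide 2 entered the choice of these lncRNAs. The ratio difference shrank to -0.027 for XR_596592 (from -1.15), -0.14 for Comp (from -0.99) and -0.28 for XR_589378 (from -1.38). It grew to -2.38 for XR_594228 (from -1.47) and -2.53 for XR_349185 (from -1.69). With the block 1 ratio passed, XR_349185 (adjusted p = 0.048, against 0.0011 to 0.87 over its alternatives). The totals of AABR07059875.4, XR_349185 and XR_594228 still passed with the block, those of Comp (0.059), AABR07026021.1 (-1.36) and XR_596592 (-0.38) did not, and that of XR_589378 turned to 0.19 and did not pass. The call of XR_595034 was lost without any 1 of LPS rats 3, 5, 6 and 7 and control rats 16, 18 and 20 (adjusted p of 0.056 to 0.11), and with no filter on dim probes.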

Based on their fold changes, we selected 11 lncRNAs with significantly altered m^6^A modification levels and the top 10 up- and downregulated mRNAs to present the results (Tables 1, 2).

**FIGURE 2:**
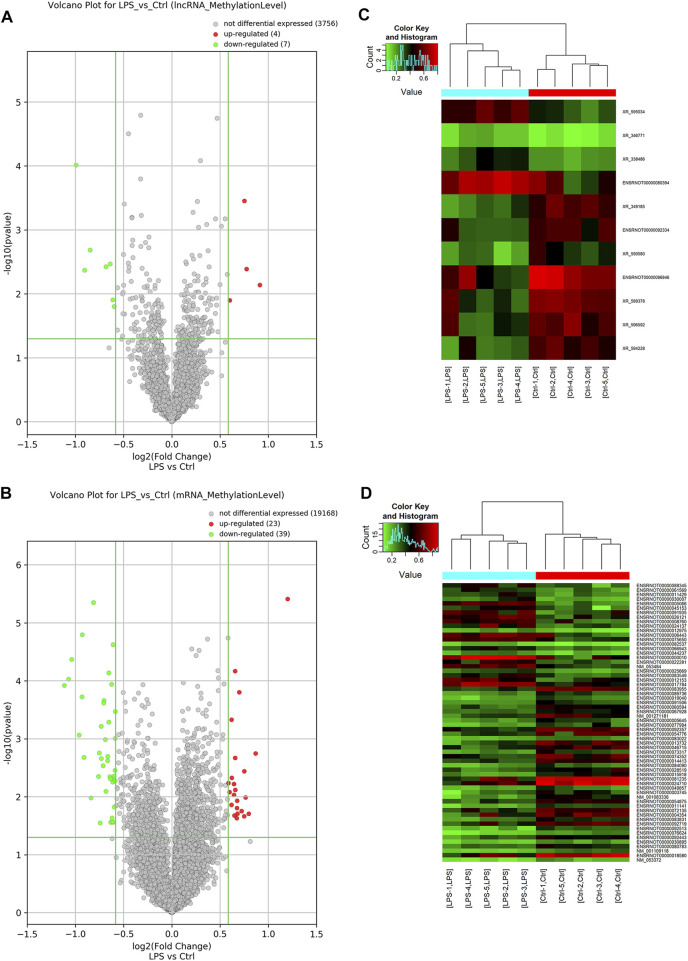
M^6^A modification profiles of lncRNA& mRNA in LPS and control group. **(A)** Volcano plots showing the lncRNAs that were differentially methylated between LPS and control group with statistical significance. **(B)** Volcano plots showing the mRNAs that were differentially methylated between LPS and control group with statistical significance (fold changes ≥1.5 and *p* < 0.05). **(C)** Hierarchical clustering analysis the differentially methylated lncRNAs. **(D)** Hierarchical clustering analysis the differentially methylated mRNAs. Ctrl, control; LPS, lipopolysaccharide.

**TABLE 1:** The detailed information of the hyper-methylated and hypo-methylated lncRNAs.

Transcript_ID	Type	Gene symbol	RNA length	Locus	Regulation	Fold change	*p*-value
XR_346771	lncRNA	LOC102552786	1764	chr5:148464894–148467759:−	Hyper	1.882651632	0.007280323
XR_338486	lncRNA	LOC102547952	997	chr10:14824098–14825718:+	Hyper	1.711575396	0.004096892
XR_595034	lncRNA	LOC103693543	1931	chr15:32741179–32746755:−	Hyper	1.684697484	0.000352,285
ENSRNOT00000080394	lncRNA	AABR07059875.4	185	chr4:39636928–39637206:−	Hyper	1.516656629	0.012635768
XR_349185	lncRNA	LOC102548542	1841	chr9:93297368–93301959:−	Hypo	0.502693743	0.000096980
XR_590580	lncRNA	LOC103691283	540	chr12:22434074–22434701:−	Hypo	0.534479482	0.004268491
XR_594228	lncRNA	LOC103690476	702	chr8:130823601–130827254:+	Hypo	0.555894587	0.00206,689
XR_589378	lncRNA	LOC103690602	719	chr11:79090944–79093774:+	Hypo	0.623167691	0.00376,447
ENSRNOT00000092334	lncRNA	Comp	991	chr16:20803585–20805482:−	Hypo	0.642164861	0.003406754
ENSRNOT00000086846	lncRNA	AABR07026021.1	524	chr16:59517000–59524544:+	Hypo	0.654135708	0.012402534
XR_596592	lncRNA	LOC102548402	5498	chr17:5486419–5494314:−	Hypo	0.660712559	0.015797815

**TABLE 2:** The detailed information of the top ten hyper-methylated and top ten hypo-methylated mRNAs.

Transcript_ID	Type	GeneSymbol	RNA length	Locus	Regulation	Fold change	*p*-value
ENSRNOT00000005066	protein_coding	Cfap52	2237	chr10:54470835–54512169:−	Hyper	2.299100294	0.000003881
ENSRNOT00000000010	protein_coding	Tmco5b	1361	chr3:104749051–104765436:+	Hyper	1.8263071	0.001794981
ENSRNOT00000030007	protein_coding	Ptk2b	3848	chr15:42827310–42947656:−	Hyper	1.738045027	0.019677042
ENSRNOT00000006443	protein_coding	Rtn4	4665	chr14:114126966–114174458:+	Hyper	1.699559099	0.010322126
ENSRNOT00000008760	protein_coding	Cd44	1437	chr3:92697833–92749121:−	Hyper	1.683312914	0.003639311
ENSRNOT00000045153	protein_coding	LOC103689983	1223	chrX:158623240–158655198:	Hyper	1.68214218	0.021749985
ENSRNOT00000082537	protein_coding	Clec1b	958	chr4:163162211–163170466:+	Hyper	1.651427112	0.017707274
NM_053484	protein_coding	Gas7	6796	chr10:54086843–54240798:+	Hyper	1.623629355	0.000157904
ENSRNOT00000024137	protein_coding	Drd4	1416	chr1:214278296–214281483:+	Hyper	1.603101886	0.019629213
ENSRNOT00000088345	protein_coding	AABR07052508.1	258	chr3:58380143–58386375:+	Hyper	1.599183502	0.011739780
NM_001083336	protein_coding	Stk38l	2406	chr4:181027212–181087530:+	Hypo	0.461936557	0.000120507
ENSRNOT00000076624	protein_coding	Slpil3	663	chr3:160774855–160777092:−	Hypo	0.476197276	0.000093915
ENSRNOT00000015918	protein_coding	Tnfrsf21	4350	chr9:20546159–20621051:	Hypo	0.487217803	0.000042853
ENSRNOT00000092513	protein_coding	Rps15a	528	chr1:187759865–187766670:	Hypo	0.513673869	0.000863271
ENSRNOT00000011141	protein_coding	Gprc5d	1402	chr4:168872897–168884886:−	Hypo	0.524397823	0.000189455
NM_001109118	protein_coding	Elovl2	3731	chr17:21382461–21422410:+	Hypo	0.525563958	0.000016059
ENSRNOT00000013732	protein_coding	Il6	1045	chr4:3043231–3047807:+	Hypo	0.532128419	0.002095281
ENSRNOT00000077994	protein_coding	Ssr1	1196	chr17:27496353–27510918:+	Hypo	0.559623758	0.010488981
ENSRNOT00000083955	protein_coding	Fkbp11	717	chr7:140398253–140401686:−	Hypo	0.569855508	0.000004472
NM_053372	protein_coding	Slpi	667	chr3:160799979–160802228:−	Hypo	0.590419522	0.004477119

The data that support the findings of this study are openly available in the GenBank databases under accession number GSE159309.

### GO and KEGG Analyses of Differentially Methylated mRNAs

GO analysis of the mRNAs with increased and decreased m^6^A modification levels was performed. Among the mRNAs with decreased m^6^A modification levels, the “cytokine-mediated signaling pathway” in BP, “immune response” in BP and “cytokine activity” in MF were revealed to have the maximum enrichment scores for GO terms (Figures 3A,B; Tables 3, 4).

**FIGURE 3:**
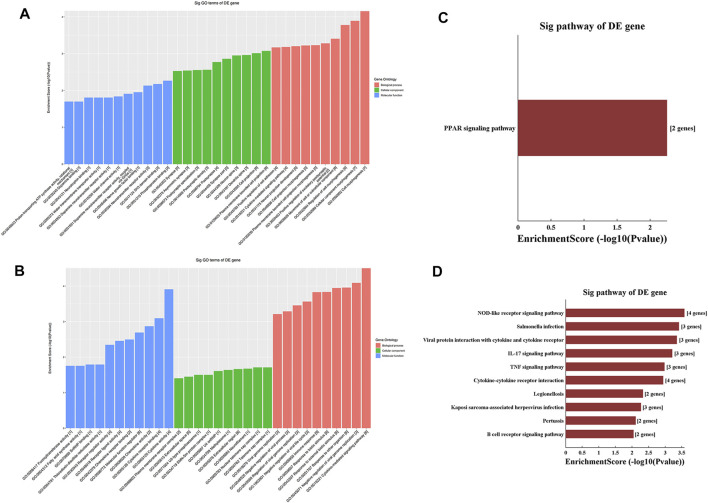
Gene ontology enrichment and Kyoto Encyclopedia of Genes and Genomes analysis of altered m^6^A transcripts. **(A)** The top ten significantly enriched GO terms of upregulation m^6^A transcripts. **(B)** The top ten significantly enriched GO terms of downregulation m^6^A transcripts. **(C)** The significantly enriched KEGG pathways of upregulation m^6^A transcripts. **(D)** The significantly enriched KEGG pathways of downregulation m^6^A transcripts. GO, Gene ontology; KEGG, Kyoto Encyclopedia of Genes and Genomes. DE, differentially expressed.

**TABLE 3:** Gene Ontology analysis of the top ten hyper-methylated mRNAs.

GO.ID	Term	Ontology	Count	*p*-value	Fdr	Enrichment score
GO:0000902	Cell morphogenesis	Biological process	7	7.0344E-05	0.324473551	4.152772946
GO:0032989	Cellular component morphogenesis	Biological process	7	0.000128477	0.324473551	3.891174337
GO:0022604	Regulation of cell morphogenesis	Biological process	5	0.000166488	0.324473551	3.778618248
GO:0006928	Movement of cell or subcellular component	Biological process	8	0.000393	0.324473551	3.405607496
GO:2000463	Positive regulation of excitatory postsynaptic potential	Biological process	2	0.000525054	0.324473551	3.279795677
GO:0120,039	Plasma membrane bounded cell projection morphogenesis	Biological process	5	0.00058802	0.324473551	3.230607569
GO:0048858	Cell projection morphogenesis	Biological process	5	0.000599981	0.324473551	3.22186279
GO:0031175	Neuron projection development	Biological process	6	0.000627138	0.324473551	3.202636833
GO:0019221	Cytokine-mediated signaling pathway	Biological process	4	0.000657648	0.324473551	3.18200643
GO:0045785	Positive regulation of cell adhesion	Biological process	4	0.00067698	0.324473551	3.169424277
GO:0120,025	Plasma membrane bounded cell projection	Cellular component	8	0.000840205	0.232167614	3.075614779
GO:0042995	Cell projection	Cellular component	8	0.000972547	0.232167614	3.012089301
GO:0043197	Dendritic spine	Cellular component	3	0.001088661	0.232167614	2.963107415
GO:0044309	Neuron spine	Cellular component	3	0.001120031	0.232167614	2.950770139
GO:0044456	Synapse part	Cellular component	5	0.001379925	0.232167614	2.860144529
GO:0098794	Postsynapse	Cellular component	4	0.001689647	0.232167614	2.772204087
GO:0014069	Postsynaptic density	Cellular component	3	0.002740157	0.232167614	2.562224576
GO:0099572	Postsynaptic specialization	Cellular component	3	0.002796098	0.232167614	2.55344754
GO:0032279	Asymmetric synapse	Cellular component	3	0.002881334	0.232167614	2.540406329
GO:0045202	Synapse	Cellular component	5	0.002960384	0.232167614	2.528652018
GO:0051219	Phosphoprotein binding	Molecular function	2	0.005431961	1	2.265043371
GO:0017124	SH3 domain binding	Molecular function	2	0.006663867	1	2.176273674
GO:0030594	Neurotransmitter receptor activity	Molecular function	2	0.007384559	1	2.131675429
GO:0048406	Nerve growth factor binding	Molecular function	1	0.011176355	1	1.951699809
GO:0001591	Dopamine neurotransmitter receptor activity, coupled via Gi/Go	Molecular function	1	0.012287459	1	1.910537933
GO:0015250	Water channel activity	Molecular function	1	0.014506118	1	1.838448788
GO:0004952	Dopamine neurotransmitter receptor activity	Molecular function	1	0.015613677	1	1.806494817
GO:0005372	Water transmembrane transporter activity	Molecular function	1	0.015613677	1	1.806494817
GO:0043121	Neurotrophin binding	Molecular function	1	0.015613677	1	1.806494817
GO:0035240	Dopamine binding	Molecular function	1	0.02003213	1	1.698272881

**TABLE 4:** Gene Ontology analysis of the top ten hypo-methylated mRNAs.

GO.ID	Term	Ontology	Count	*p*-value	Fdr	Enrichment score
GO:0019221	Cytokine-mediated signaling pathway	Biological process	6	3.15545E-05	0.16723586	4.500939235
GO:0045071	Negative regulation of viral genome replication	Biological process	3	8.13812E-05	0.16723586	4.089475756
GO:0051707	Response to other organism	Biological process	8	0.000110304	0.16723586	3.957409854
GO:0043207	Response to external biotic stimulus	Biological process	8	0.000113542	0.16723586	3.944843243
GO:0009607	Response to biotic stimulus	Biological process	8	0.000146422	0.16723586	3.834392194
GO:0006955	Immune response	Biological process	9	0.000147975	0.16723586	3.829813087
GO:1903901	Negative regulation of viral life cycle	Biological process	3	0.000272286	0.263767544	3.564974349
GO:0045069	Regulation of viral genome replication	Biological process	3	0.000350815	0.297359886	3.454921375
GO:0048525	Negative regulation of viral process	Biological process	3	0.000516858	0.389424083	3.286628429
GO:0019079	Viral genome replication	Biological process	3	0.000615908	0.39115453	3.210484097
GO:0000782	Telomere cap complex	Cellular component	1	0.019429856	1	1.711530414
GO:0000783	Nuclear telomere cap complex	Cellular component	1	0.019429856	1	1.711530414
GO:0005883	Neurofilament	Cellular component	1	0.021177942	1	1.674116247
GO:0005576	Extracellular region	Cellular component	8	0.021620359	1	1.665137091
GO:0034709	Methylosome	Cellular component	1	0.022923006	1	1.63972844
GO:0005687	U4 snRNP	Cellular component	1	0.024665052	1	1.607917962
GO:0034719	SMN-Sm protein complex	Cellular component	1	0.031603169	1	1.500269361
GO:0071004	U2-type prespliceosome	Cellular component	1	0.031603169	1	1.500269361
GO:0005615	Extracellular space	Cellular component	6	0.035593759	1	1.448626141
GO:0098802	Plasma membrane receptor complex	Cellular component	2	0.039506187	1	1.40333488
GO:0005125	Cytokine activity	Molecular function	4	0.000123343	0.1554123	3.908885157
GO:0005126	Cytokine receptor binding	Molecular function	4	0.000804967	0.507128913	3.094222177
GO:0008009	Chemokine activity	Molecular function	2	0.001352491	0.568046338	2.868865526
GO:0098772	Molecular function regulator	Molecular function	8	0.002030662	0.639658597	2.692362313
GO:0042379	Chemokine receptor binding	Molecular function	2	0.003183034	0.733701618	2.497158668
GO:0048018	Receptor ligand activity	Molecular function	4	0.003493817	0.733701618	2.456699818
GO:0030545	Receptor regulator activity	Molecular function	4	0.004505466	0.810983968	2.346260236
GO:0004791	Thioredoxin-disulfide reductase activity	Molecular function	1	0.016139095	1	1.792120819
GO:0070990	snRNP binding	Molecular function	1	0.016139095	1	1.792120819
GO:0004312	Fatty acid synthase activity	Molecular function	1	0.017593822	1	1.754639806

KEGG analysis of the mRNAs with increased and decreased m^6^A methylation modification levels were also conducted. The results showed that the mRNAs with increased m^6^A modification levels were enriched in only one pathway, namely, the “PPAR signaling pathway” (Figure 3C). The mRNAs with decreased m^6^A modification levels were enriched in 27 pathways, and the following main pathways reached higher enrichment scores: “IL-17 signaling pathway”, “TNF signaling pathway” and “Cytokine-cytokine receptor interaction” (Figure 3D).

### qPCR Results of a Single-Base m^6^A Site

By using the SRAMP database, we predicted the mRNAs and lncRNAs with differential m^6^A modification in the order from high to low fold change of m^6^A modification. As a result, we identified four lncRNAs and six mRNAs with m^6^A ACA sites and with high confidence scores of qPCR validation of single-base m^6^A sites. The Detail information of lncRNAs and mRNAs detected by m^6^A single-base site qPCR was shown in Table 5. The results showed that among the lncRNAs, m^6^A modification levels were significantly increased in XR_346771. Among the mRNAs, m^6^A modification levels were significantly increased in C-type lectin domain family 1 member B (Clec1b) and tumor necrosis factor receptor superfamily member 26 (Tnfrsf26) and significantly decreased in serine/threonine kinase 38 like (STK38L) (Figure 4).

**TABLE 5:** Detail information of lncRNAs and mRNAs with hyper- and hypo-methylation detected by m^6^A single-base site qPCR.

GeneSymbol	Transcript_ID	Position	Sequence context	Score	Decision
LOC103693543	XR_595034	1359	GAGAG AUCUA CUGAA	0.674	m^6^A site (very high confidence)
			CAUCU GG**A**CA ACCUC		
			ACAUC AUACC AUCUC		
LOC102552786	XR_346771	1712	GGUCC UCCAA UGAAU	0.707	m^6^A site (very high confidence)
			UCAAA GG**A**CA AUAGG		
			CGACC ACCAG UGAAU		
LOC102547952	XR_338486	1546	CUGCA ACAUG GGAAG	0.676	m^6^A site (very high confidence)
			AAGAG GG**A**CA UAAGA		
			GAGGA CCCCA CCCCC		
LOC102548402	XR_596592	3965	AUCUG ACGGC AGGAU	0.677	m^6^A site (very high confidence)
			UUGGA GG**A**CA CCUCU		
			GAAAG GGCCC CAGAA		
Clec1b	ENSRNOT00000082537	831	ACCCA GCTTC CTGTA CAGAG AG**A**CA TTACT TAATA TGTGA GAGAA	0.731	m^6^A site (very high confidence)
Tnfrsf26	ENSRNOT00000066943	416	CAGGA ATGCA ATGCC ACAAT GG**A**CA CTGTG TGTGA CTCCA AGCAA	0.634	m^6^A site (high confidence)
Ptk2b	ENSRNOT00000030007	3278	GTGCT ACTTG GGCTA CATCT GG**A**CA GAAAG GACTC TGGGC ACAGA	0.732	m^6^A site (very high confidence)
Tnfrsf21	ENSRNOT00000015918	928	CTGGG GTGTG AGGAA GAAAG GG**A**CA GAGAA TGAAG ATGTG CGGTG	0.747	m^6^A site (very high confidence)
Stk38l	NM_001083336	2090	ACCGG CTGCA AGGAA CTTAA GG**A**CA CTGACTCCGA CATTA GAATT	0.640	m^6^A site (high confidence)
Ankrd54	ENSRNOT00000014413	1173	CCCTC TGGCT GTTAG GGAAG GG**A**CA GGAAC CCCAG AACAG AGGAA	0.643	m^6^A site (high confidence)

**FIGURE 4:**
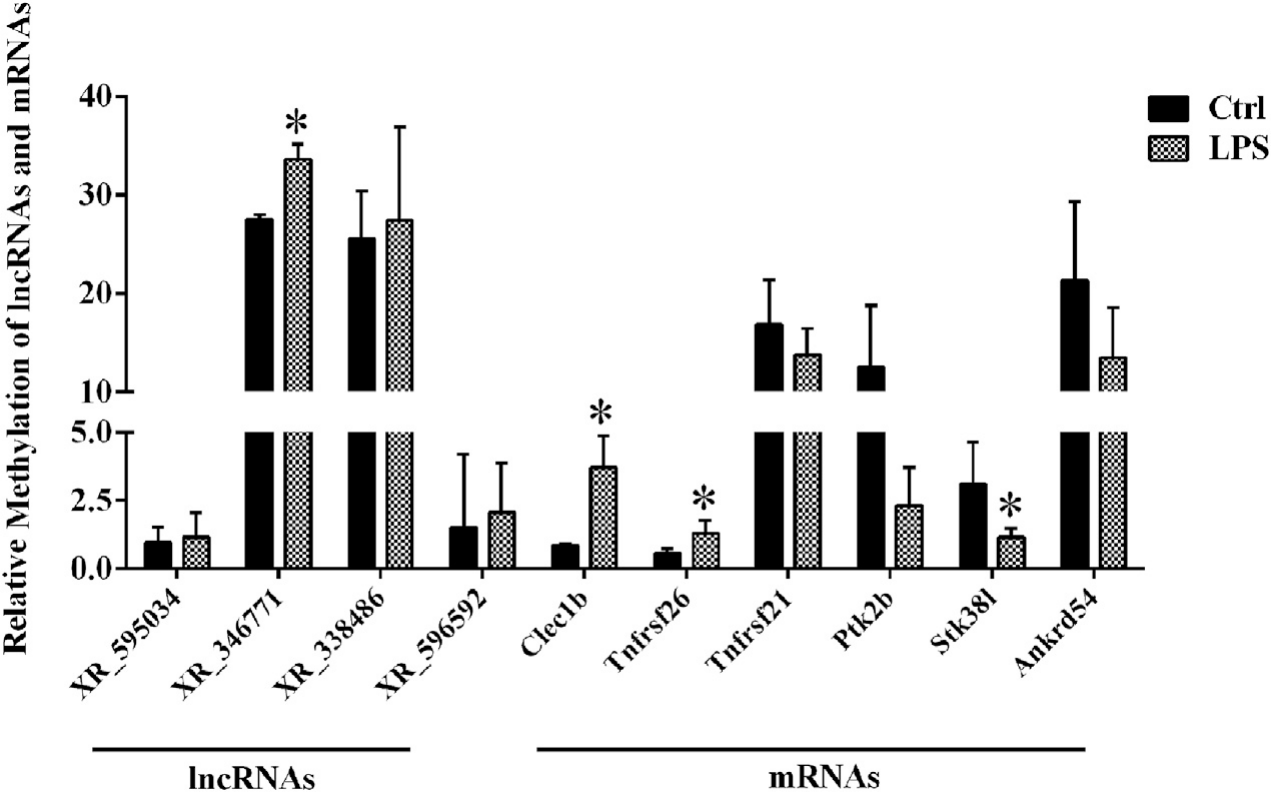
M^6^A single-base site qPCR was used to confirm the microarray data for the top four methylated lncRNAs and top six methylated mRNAs in left ventricle tissue between the LPS and control groups. *p < 0.05 versus the Ctrl group. Ctrl, control; LPS, lipopolysaccharide.

### PPI Analysis of Targeted Genes

By employing the STRING database, we performed PPI analysis of Clec1b, Stk38l, and Tnfrsf26 (Figures 5A–C). KEGG analysis revealed that the Clec1b interaction-related proteins were mainly enriched in “platelet activation” and other pathways. The Stk38l interaction-related proteins were mainly enriched in the “hippo signaling pathway”, and the Tnfrsf26 interaction-related proteins were mainly enriched in “apoptosis” (Table 6).

**FIGURE 5:**
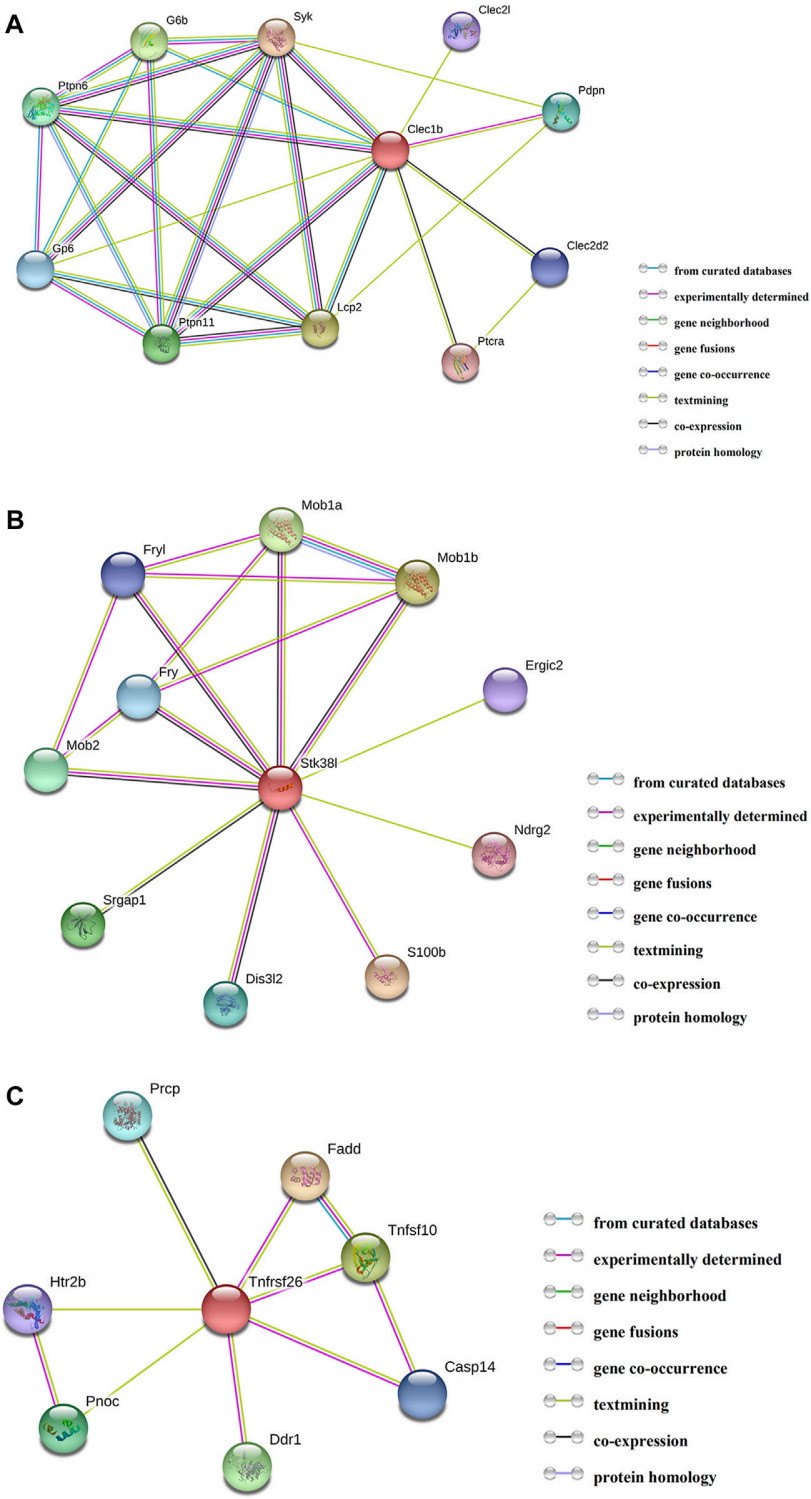
Protein–protein interaction analysis. **(A)** PPI network of Clec1b, **(B)** PPI network of Stk38l, **(C)** PPI network of Tnfrsf26. PPI, protein–protein interaction; Clec1b, C-type lectin domain family 1 member B; Tnfrsf26, tumor necrosis factor receptor superfamily member 26; STK38L, serine/threonine kinase 38 like.

**TABLE 6:** Pathways of the matching proteins in the PPI network.

Target gene	Term ID	Term description	FDR	Matching proteins in the network
Clec1b	rno04650	Natural killer cell mediated cytotoxicity	0.000002500	Lcp2, Ptpn11, Ptpn6, Syk
	rno04611	Platelet activation	0.000360,000	Gp6, Lcp2, Syk
	rno04662	B Cell receptor signaling pathway	0.004900000	Ptpn6, Syk
	rno04664	Fc epsilon RI signaling pathway	0.004900000	Lcp2, Syk
	rno04660	T Cell receptor signaling pathway	0.006500000	Lcp2, Ptpn6
	rno04380	Osteoclast differentiation	0.007300000	Lcp2, Syk
	rno04072	Phospholipase D signaling pathway	0.009700000	Ptpn11, Syk
	rno04630	Jak-STAT signaling pathway	0.009700000	Ptpn11, Ptpn6
	rno05205	Proteoglycans in cancer	0.012500000	Ptpn11, Ptpn6
Stk38l	rno04392	Hippo signaling pathway - multiple species	0.000260000	Mob1a, Mob1b
	rno04390	Hippo signaling pathway	0.003500000	Mob1a, Mob1b
Tnfrsf26	rno04210	Apoptosis	0.023800000	Fadd, Tnfsf10
	rno04217	Necroptosis	0.023800000	Fadd, Tnfsf10

### ceRNA Analysis of lncRNA XR_346771

A ceRNA network of the lncRNA-microRNA-mRNA interaction network was constructed for XR_346,771 (Figure 6A). GO and KEGG analyses were performed on the predicted mRNAs (Figures 6B,C). The “inorganic cation import across plasma membrane”, “transmembrane transport”, and “import across plasma membrane” in BP were significantly enriched for GO terms (Figure 6B). FAM155B and PICALM are downstream proteins related to transmembrane transport that are regulated by XR_346771, and the corresponding sponged miRNAs are shown in Table 7.

**FIGURE 6:**
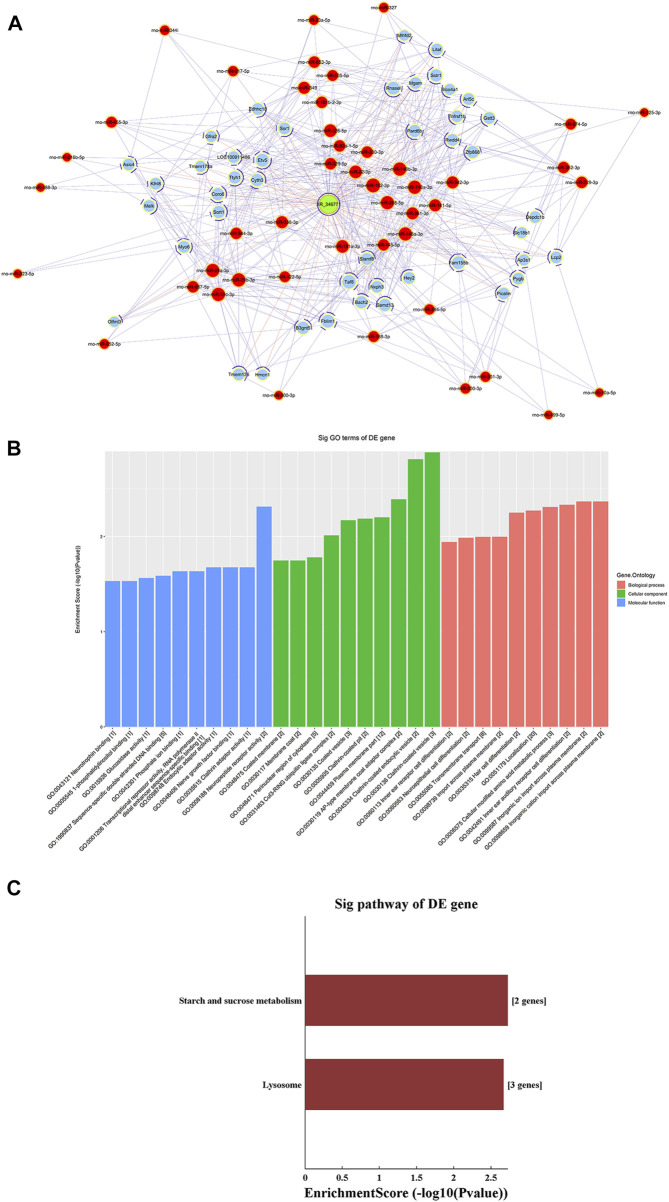
LncRNA XR_346,771-miRNA-mRNA ceRNA analysis. **(A)** The ceRNA network of XR_346,771–miRNA–mRNA. Red circles represent miRNAs, blue circles represent mRNAs, and green circles represent lncRNAs. **(B)** Ten most enriched GO terms involved in the ceRNA network. **(C)** KEGG pathways involved in the ceRNA network. ceRNA, competing endogenous RNA.

**TABLE 7:** LncRNA XR_346771targeted miRNAs and mRNAs.

LncRNA	Targeted miRNA	Targeted mRNA
XR_346771	miR-146a-3p, miR-148a-3p	PICALM
	miR-148b-3p, miR-152-3p, miR-361-3p, miR-384-5p, miR-500-3p, miR-501-3p	
	miR-122-5p, miR-146a-3p, miR-188-3p, miR-298-5p, miR-326-5p, miR-329-5p, miR-361-3p, miR-500-3p, miR-501-3p, miR-542-3p, miR-674-5p, miR-92a-1-5p	FAM155B

## Discussion

Our study suggested that the m^6^A modification level was decreased in septic heart tissues. Our genome-wide screening of m^6^A-tagged transcript profiles indicated that the m^6^A modification levels in 39 mRNAs and 7 lncRNAs were significantly decreased and that the m^6^A modification levels in 23 mRNAs and four lncRNAs were significantly increased.

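Of the 37 probes with a lower ratio at limma's adjusted threshold, the total of both fractions was higher in LPS for 19, lower for 11 and not past the threshold for 7, with Il6 and Gprc5d among the first. The numbers were 19, 15 and 3 relative to the 75th percentile of each array, 22, 3 and 12 on the raw median signals, 30, 0 and 7 after normexp background correction and 7, 5 and 25 with the slide as a block. Gprc5d, an orphan G protein-coupled receptor, had a level of 19.0% ± 4.81 (SD, n = 5) in LPS and 36.3% ± 3.49 (SD, n = 5) in control rats, and its total rose by 4.36 on the log2 scale. Slpil3 had a level of 12.3% ± 3.02 in LPS and 25.8% ± 2.94 in control rats, and its total rose by 2.25. Elovl2 had a level of 15.8% ± 1.25 in LPS and 30.0% ± 3.24 in control rats, and its total rose by 1.84. The ratio call of Gprc5d was lost without any 1 of the 10 rats (adjusted p of 0.053 to 0.094) and with no filter on dim probes, that of Slpil3 without LPS rat 6 or 7 or control rat 15, 18 or 20, and that of Elovl2 without LPS rat 3, 6 or 7 or control rat 20. After normexp the log2 difference in the ratio was -0.92 for Slpil3 and -1.07 for Elovl2, and neither passed, while Gprc5d still did, with a total difference of 2.64. Over the whole array 5581 probes were higher and 1774 lower in total at an adjusted p under 0.05 from limma, so that 75.9% of these calls were higher. Relative to the 75th percentile 3534 were higher and 4687 lower, a share of 43.0%, and the share was 55.5% with quantile normalization, 91.3% on raw signals and 96.2% after normexp. Limma called 687 totals higher and 162 lower when the slide was a block, and the total differences of Slpil3 and Elovl2 were then 2.03 and 0.89 and did not pass. Over all called totals, chosen with the rats of slide 2 included, the blocked difference was at the median 0.971 of the unblocked one and its standard error was 1.75 times as large. The kept size is in part built in here too. For 3984 probes whose total was called on slides 1 and 3 alone, 0.702 of the difference, at the median, was seen within slide 2 for its LPS rat. From the transcripts past its thresholds, the paper states that m6A modification was decreased in one set of mRNAs and lncRNAs and increased in a smaller one, and carries the mRNAs of both sets into its GO and KEGG analyses.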

Pathway analyses of mRNAs with altered m6A modification were conducted in our study. The results showed that the mRNAs with decreased m^6^A modification levels were enriched in many pathways related to immune and inflammatory responses. In recent years, the roles of m^6^A modification in autoimmune and inflammatory diseases have attracted substantial attention (Rubio et al., 2018). METTL3 is a key enzyme of m^6^A methylation modification and is involved in immune and inflammatory regulation. Feng et al. found that METTL3 inhibits inflammation by affecting the alternative splicing of MyD88 (Feng et al., 2018). METTL3 expression is significantly upregulated in blood samples from patients with rheumatoid arthritis. In addition, METTL3 attenuates LPS-induced macrophage-mediated inflammation through the NF-κB pathway (Wang et al., 2019a). The m^6^A “reader” YT521-B homology domain family 2 (YTHDF2) inhibits HCC cells and tumor vasculature by degrading the mRNAs of IL11 and serpin family E member 2 (Wang et al., 2019b). These findings indicate the important role of m^6^A modification in inflammatory and immune disorders. Sepsis is mainly caused by the host’s unbalanced response to infection. In sepsis, microbial infections or necrotic tissues release a large amount of harmful substances, leading to the activation of the systemic immune response and the excessive activation of immune cells. The excessive release of cytokines is destructive. There is currently no effective treatment for sepsis because in the past few decades, attempts to use anti-inflammatory treatments to limit the tissue damage caused by excessive inflammation have failed (Zeni et al., 1997). Our study suggests that alterations in m^6^A modification in sepsis are closely related to inflammatory and immune responses. Since we study cardiac tissue, we speculate that m^6^A modification plays an important role in sepsis-induced cardiac function dysfunction.

We selected four lncRNAs and six mRNAs for the qPCR validation of single-base m^6^A sites in our study. The results showed that among the lncRNAs, the m^6^A modification levels were significantly increased in XR_346771. Among the mRNAs, the m^6^A modification levels were significantly increased in Clec1b and Tnfrsf26 and significantly decreased in Stk38l. These results are consistent with those of high-throughput sequencing; therefore, we attempted to conduct an in-depth analysis of this lncRNA and the three mRNAs.

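On the arrays the lncRNA XR_346771 had a methylation level of 14.5% ± 3.65 (SD, n = 5) in LPS and 7.70% ± 2.18 (SD, n = 5) in control rats. The log2 difference in the m6A ratio was 1.03 (standard error 0.27) and did not pass limma's adjusted threshold (adjusted p = 0.20). The IP signal of XR_346771 was well above background on 3 of the 5 LPS arrays and 4 of the 5 control arrays, and its Sup signal on all 10. The total of XR_346771 differed by -0.43 on the log2 scale (adjusted p = 0.26 from limma), and by -0.67 relative to the 75th percentile of each array (adjusted p = 0.043 from limma, against 0.043 to 0.87 over its alternatives), and after normexp it turned to 0.045 and did not pass. Within slide 2, and with the slide as a block, the log2 difference in the ratio was 0.48. Its ratio passed limma's adjusted threshold on the raw median signals, where the log2 difference was 0.95.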

First, we performed PPI analysis of Clec1b, STK38L, and Tnfrsf26 to investigate the downstream possible regulatory genes and biological functions of these proteins. The Clec1b-interacting proteins are enriched in the pathway of “platelet activation”. C-type lectin-like receptor 2 (CLEC-2) is a protein encoded by the Clec1b gene. Platelets play a critical role in innate and adaptive immunity (Semple et al., 2011). Platelets can alleviate LPS-induced septic shock by regulating the ability of macrophages to engulf and kill bacteria (Xiang et al., 2013). In two mouse models of sepsis (intraperitoneal LPS injection and cecal ligation and puncture), platelet CLEC-2 reduced the severity of sepsis by controlling the migration of monocytes/macrophages to the infection site, the expression of inflammatory mediators, and damage to organs (Rayes et al., 2017). 

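Clec1b, which encodes the platelet receptor CLEC-2, had a methylation level of 18.1% ± 4.61 (SD, n = 5) in LPS and 10.9% ± 2.72 (SD, n = 5) in control rats on the arrays, while the amount of its RNA fell. The log2 difference in the m6A ratio was 0.84 (standard error 0.27) and did not pass limma's adjusted threshold (adjusted p = 0.34). The total of Clec1b fell by 2.16 on the log2 scale (standard error 0.28, adjusted p = 0.00018 from limma), and relative to the 75th percentile of each array it fell by 2.40 and after normexp by 0.89. In the fit with the slide as a block its total difference was -2.13 and did not pass (adjusted p = 0.061, against 4.3e-05 to 0.061 over its alternatives). The IP signal of Clec1b was well above background on 2 of the 5 LPS arrays and on all 5 control arrays. Within slide 2, and with the slide as a block, the log2 difference in its ratio was 0.18. Its ratio passed limma's adjusted threshold on the raw median signals, where the log2 difference was 1.53, and after normexp background correction, where it was 1.65.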

In our sepsis model, we found that the m^6^A modification level of Clec1b mRNA was significantly increased. Considering that the degree and pattern of m^6^A modification may affect the transport, splicing, storage, translation, stability, and decay of mRNAs, we speculated that the elevated level of Clec1b m^6^A modification affects the functions of Clec1b and associate with activation of platelets. The interacting proteins of Clec1b were glycoprotein VI (Gp6), lymphocyte cytosolic protein 2 (Lcp2), and spleen tyrosine kinase (Syk). These proteins might be used as target proteins for in-depth research.

Our study suggests that the m^6^A modification level of Tnfrsf26 mRNA is increased and of Stk38l mRNA is decreased. 

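Stk38l, a serine/threonine kinase, had a methylation level of 21.6% ± 6.84 (SD, n = 5) in LPS and 46.7% ± 4.33 (SD, n = 5) in control rats on the arrays, and each LPS rat lay below each control rat. The log2 difference in the m6A ratio was -1.74 (standard error 0.29, adjusted p = 0.019 from limma). Its total rose by 1.04 on the log2 scale (standard error 0.30, adjusted p = 0.025 from limma), and was higher by 0.80 relative to the 75th percentile of each array and by 0.66 after normexp. In the fit with the slide as a block the total difference was 1.00 and did not pass (adjusted p = 0.37, against 0.0058 to 0.37 over its alternatives), and its call was also lost without any 1 of LPS rats 1 and 5 and control rats 15 and 16 (adjusted p of 0.051 to 0.058). The IP signal of Stk38l was well above background on 1 of the 5 LPS arrays and on all 5 control arrays, so its level in LPS rests mostly on signals close to the background. Within slide 2, and with the slide as a block, the log2 difference of Stk38l was -2.71 (adjusted p = 0.034, against 0.0025 to 0.91 over its alternatives). On the raw median signals it was -0.67 and after normexp background correction -0.049, and neither passed, nor did the difference without control rat 15 (adjusted p = 0.056). Tnfrsf26 was not matched to a probe and is not analysed here.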

According to PPI network analysis, Stk38l-interacting proteins are enriched in the “Hippo signaling pathway” pathway. Hippo signaling pathway may promote cell differentiation and death and inhibit cell proliferation (Chang et al., 2019). Tnfrsf26-interacting proteins are mainly enriched in the pathway of apoptosis. Sepsis-induced cardiac dysfunction has been reported by many studies to be closely related to apoptosis. When LPS stimulates H9C2 cells (rat embryonic cardiomyoblasts), the overexpression of miR-146a suppresses apoptosis and helps attenuate myocardial depression (An et al., 2018). Chao et al. found that the overexpression of Tid1-S can enhance ER-α to activate p-PI3K/p-Akt, attenuating LPS-induced apoptosis in H9C2 cells (Chao et al., 2019). In recent years, as the understanding of m^6^A modification has gradually deepened, studies have found that m^6^A modification plays an important role in the process of apoptosis. In the human glioma cell line U251, lower level of m^6^A modification can reduce apoptosis and promote cell proliferation (Li et al., 2019). Moreover, METTL3 can regulate the expression of several important proteins that regulate the survival, apoptosis, invasion, and proliferation of lung cancer cells (Lin et al., 2016). We hypothesized that the m^6^A modification of Tnfrsf26 and Stk38l might be related to cardiomyocyte apoptosis.

LncRNAs are a class of noncoding RNAs that are more than 200 nucleotides in length. In recent years, m^6^A-modified lncRNAs have received extensive attention. M^6^A modification may control gene expression by regulating the translation efficiency and stability of lncRNAs (Coker et al., 2019). For example, the m^6^A-modified lncRNA MALAT1 is implicated in ischemia reperfusion injury-induced inflammation (Yang et al., 2020). LncRNAs contain miRNA-responsive elements, which function as ceRNAs, interact with miRNAs and indirectly regulate mRNAs. In the present study, we established and analyzed a potential ceRNA network of XR_346771 through bioinformatics analysis. We performed GO and KEGG analyses of the predicted mRNAs to further explore the function of XR_346771.

GO analysis showed that “inorganic cation import across plasma membrane”, “inorganic ion import across plasma membrane”, “transmembrane transport”, and “import across plasma membrane” were significantly enriched. Cardiac contraction requires Ca^2+^, so abnormal Ca^2+^ homeostasis may play a key role in the pathogenesis of common cardiovascular diseases. Studies have reported that m^6^A modification promotes neurite extension and neuronal differentiation by acting as a Ca^2+^ channel (Mukobata et al., 2002). In 6-OHDA-induced PC12 cells and the cerebral striatum of rats with Parkinson’s disease, decreased m^6^A modification induces the expression of N-methyl-d-aspartate receptor 1 and increases oxidative stress and Ca^2+^ influx, leading to apoptosis of dopaminergic neurons (Chen et al., 2019). These studies indicate that m^6^A modification is involved in Ca^2+^ transport. We speculated that the m^6^A modification of XR_346771 might associate with abnormal Ca^2+^ homeostasis in cardiac tissues.

It is interesting that even though the methyltransferase complex was downregulated upon sepsis induced myocardial dysfunction; there were still 27 transcripts that were significantly hypermethylated. 

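Of the 28 probes with a higher m6A ratio in LPS at limma's adjusted threshold, the total of both fractions was higher in LPS for 22, lower for 1 and not past the threshold for 5. Tmco5b is among the 22, Cfap52 is the 1 with a lower total, and Gas7 and XR_595034 are among the 5. Relative to the 75th percentile of each array the numbers were 21, 2 (Cfap52 and a probe without a name) and 5, on the raw median signals 22, 1 and 5, after normexp 24, 0 and 4, and with the slide as a block 12, 0 and 16. In arrays simulated with no effect, with noise drawn for each spot on its own, the differences in ratio and total of the same rats correlated at 0.24 over 29222 probes. In the real arrays this correlation was 0.12 over all kept probes. The 28 highest ratio differences were also chosen in some of the rats and their total read in the others. Their median total difference was then 0.57, against 0.13 for all probes, and lay above it in 95 of 100 partitions of the rats. Over all kept probes the median m6A ratio of a rat was 0.28 ± 0.17 (SD, n = 5) in LPS and 0.25 ± 0.22 (SD, n = 5) in control rats. The difference of 0.028 lay within the spread between rats (two-sided exact permutation test, p = 0.83). Within slide 2 the LPS rat had a median ratio of 0.12 and the 3 control rats one of 0.21 on average, from 0.018 to 0.36, a difference of -0.090. The median total of a rat was 1.86 ± 0.090 in LPS and 1.70 ± 0.12 in control rats (two-sided exact permutation test, p = 0.040), and within slide 2 the difference was 0.20. It was -0.13 on raw and -0.099 on processed signals with no scaling, and it failed the exact permutation test with the spike-named probes (p = 0.15) and without any 1 of 7 of the 10 rats. The direction of the difference in the median ratio turned when the array was scaled on the probes whose names read as spike-ins (-0.063) or not scaled at all (-0.048). The value with no scaling cannot show a shift of all probes, because the dye normalization had set both fractions of each array to a common level.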

Chokkalla et al. found that, compared with sham group, global m^6^A increased significantly at 12 and 24 h of reperfusion in transient middle cerebral artery occlusion in C57BL/6J mice. The FTO decreased significantly after stroke compared with sham. While 139 transcripts (122 mRNAs and 17 lncRNAs) were hypermethylated, 8 transcripts (5 mRNAs and 3 lncRNAs) were hypomethylated in the ischemic brain at 12 h reperfusion (Chokkalla et al., 2019). Wang et al. found that METTL3 was downregulated after traumatic brain injury in mice. In total, 922 m^6^A peaks were differentially expressed as determined by m^6^A-RIP-seq, with 370 upregulated and 552 downregulated methylated mRNA (Wang et al., 2019b). These studies are consistent with our research. Previous research indicated that the methylation modification of m^6^A has been proved to be reversible, as it modulated by RNA methyltransferases, RNA-binding proteins and demethylases. The m^6^A methyltransferase, also known as “Writers”, including METTL3/14, WTAP, KIAA1429 and RNA binding motifs protein 15/15B (RBM15/15B), E3 ubiquitin-protein ligase Hakai (HAKAI) and zinc finger CCCH-type containing 13 (ZC3H13). The RNA-binding proteins, also known as “readers”, including: YTHDF1/2/3, YTH domain-containing reader proteins 1/2 (YTHDC1/2), insulin-like growth factor 2 mRNA-binding proteins 1/2/3 (IGF2BP1/2/3), epithelium-specific ETS (ESE) transcription factors (ELF3), heterogeneous nuclear ribonucleoprotein A2B1 (hnRNPA2B1). The m^6^A demethylase, also known as “eraser”, including: FTO, α-ketoglutarate-dependent dioxygenase alkB homologue 5 (ALKHB5). In our research we tested mRNA level of some enzymes, but not all enzymes. Therefore, there may be other enzymes involved in m^6^A modification upon sepsis induced myocardial dysfunction. The m^6^A modification status of specific RNA was catalyzed by different enzymes. METTL3 positively regulates expression of MYD88, a critical upstream regulator of NF-κB signaling, by facilitating m^6^A methylation modification to MYD88-RNA in mesenchymal stem cells (Yu et al., 2020). However, reduced expression of FTO increased Nanog mRNA m^6^A methylation under TNF-α stimulation, decreased Nanog mRNA and protein expression, and significantly inhibited mesenchymal stem cells capacity for differentiation to sweat gland cells (Wang et al., 2020). In our research, these transcripts that have undergone m^6^A modification might have been modified by different enzymes.

In conclusion, our experiments revealed that the level of m^6^A modification is significantly decreased in septic cardiac tissue. Through the genome-wide profiling of m^6^A-tagged mRNAs and lncRNAs and subsequent bioinformatics analysis, we revealed some potential functions of transcripts with altered m^6^A modification.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/genbank/, GSE159309.

## Supplementary Material

Supplementary Figure 1 Expressions of m^6^A-related enzymes were detected by western blot analysis. *n* = 3-4; **P* < 0.05. Ctrl, control; LPS, lipopolysaccharide.

Supplementary Table 1 Sequence of primers used for qRT-PCR analysis of mRNA levels.

Supplementary Table 2 Sequence of primers used for m^6^A single base site qPCR analysis of relative mRNA methylation levels.

## Abbreviations

BP, biological processes; CC, cellular components; ceRNA, Competing endogenous RNA; ELF3, epithelium-specific ETS (ESE) transcription factors; FTO, Fat mass and obesity-associated protein; GO, Gene Ontology; HAKAI, E3 ubiquitin-protein ligase Hakai; HCC, epatocellular carcinoma; hnRNPA2B1, heterogeneous nuclear ribonucleoprotein A2B1; IGF2BP1/2/3, insulin-like growth factor 2 mRNA-binding proteins 1/2/3; KEGG, Kyoto Encyclopedia of Genes and Genomes; LC-MS/MS, Liquid chromatography-tandem mass spectrometry; lncRNAs, long non-coding RNAs; LPS, lipopolysaccharide; m6A, N6-methyladenosine; METTL14, methyltransferase-like 14; METTL3, methyltransferase like 3; MF, molecular functions; PPI, Protein-protein interaction; RBM15/15B, RNA binding motifs protein 15/15B; WTAP, Wilms tumor 1-associated protein; YTHDC1/2, YTH domain-containing reader proteins 1/2; YTHDF 2, YTH domain family 2; ZC3H13, zinc finger CCCH-type containing 13.

How the deposited data were processed for this re-analysis (not part of the article)

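The data are those of the m6A epitranscriptomic microarrays of left ventricle tissue from 5 LPS rats and 5 control rats. Rats were mapped to groups from the sample labels and the methods, and the 2 samples of a rat are the IP and the Sup fraction on 1 array. The LC-MS/MS, qRT-PCR, protein and single-base site measurements of the study have no files here and are not analysed here.

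The authors' scanner files give, per spot and channel, an intensity on a linear scale. Feature Extraction 11.0.1.1 subtracted the background, removed spatial trends and normalized the dyes within each array by a linear and a lowess step. The files also give the raw median intensity of each spot and its local background, and marks for outlier spots, saturation and signals well above background. The authors' deposited table holds log2 values of each channel for 24818 probes, after their scaling to the spike-in RNA and their filter on marked probes. The methods name the software, the marking of probes as present, absent or marginal, the scaling to the spike-in RNA, thresholds for the fold change and p, and an unpaired two-sided t-test for the microarray analysis. The background, trend and dye steps are those in the headers of the scanner files. The text does not say on which scale the level was tested. In each scanner file 19 columns with values of an array were not used, 190 in all.

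From the processed signals, control spots and outlier spots were left out and the spots of a probe were averaged on the log2 scale. Each channel was then shifted by the constant that separates it from the deposited table, which was the fallback set for files that do not mark the spike-in probes. The m6A ratio log2(IP/Sup) and the total log2(IP + Sup) were tested with limma 3.58.1 in R 4.3.3, with Benjamini-Hochberg adjustment and a threshold of 0.05. A probe needed a signal well above background in either fraction on at least 5 of the 10 arrays and at least 3 values in each group. Of the 29622 probes tested, 24533 are also in the deposited table. The methods' t-test was run on the methylation level with equal variances and a fold limit of 1.5 for the ratio of the mean levels. In place of limma it was also run on the log2 m6A ratio and on the log2 total, with no fold limit. Values of single rats were compared with two-sided exact permutation tests. The test of the similarity of rats was one-sided, for a larger difference. Bounds on the fold of the IP or Sup signal alone were taken after loess within arrays and Aquantile normalization between arrays, without the spike-in scaling. Tables were handled with data.table 1.17.8, Python 3.11.15 and pandas 2.3.3, and the plot was drawn with matplotlib 3.10.9.

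The precision is set by the 5 arrays per group. The steps were tested on simulated data with the spread of each spot on these arrays. The noise was drawn for each spot on its own, so shifts shared by a whole array and correlation between probes were left out. The shares given next may therefore not carry over to the real arrays. For the m6A ratio, over 29622 probes, a log2 change of 1 was recovered for 47% and a log2 change of 2 for 92% of the changed probes, and 6.71% of the calls were false. Fitted with the slide as a block the shares recovered were 1% and 25%. For the total, over 29622 probes, they were 48% and 95%, and 0% and 33% with the block. A missing call for a log2 change near 1 therefore says little, above all with the block.

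The rule for the transcripts named in the text was fixed before the data were examined. It takes every transcript of Tables 1, 2 and 5 and every enzyme, partner and target the study names, whose printed values had been seen. It also takes, for the m6A ratio and for the total, the 10 highest and 10 lowest changes among the probes past the threshold whose groups do not overlap and whose gene symbol does not start with LOC, AABR or RGD, and up to 4 members of each gene list with the smallest adjusted p. The RefSeq table of the rat (GRCr8) served for names only, and no coordinates are printed because the build of the paper's loci is not given in the sources used here. Of the 41320 probes, 61 could be named, 30 by accession and 31 by their printed values. A set of 23 gene lists with 429 members had also been fixed. It held the m6A writers, readers and erasers, cytokines and chemokines, interferon and NF-kB targets, markers of blood and heart cell types, contractile, metabolic, stress, death, ribosomal and proliferation genes, and partners and targets named by the study. Only 6 members have a named probe (Il6, Clec1b, Ssr1, Fkbp11, Tnfrsf21 and Rps15a), at most 2 in a list, so no list was tested and the m6A enzymes have no value here.

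The alternatives tried were raw or normexp-corrected signals (offset 50), the deposited table, other scalings of ratio and total, the Sup signal alone, other filters on dim probes, the methods' t-test, the slide as a block, other thresholds, and each rat left out in turn. Scaling on the 102 probes whose names read as spike-ins, signals with no scaling, and the slide as a random block were added after seeing the data.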

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

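The tests of the slide, the comparison of control rats between slides, the centring of the splits and both tests of the median m6A ratio were chosen after the results were seen; the splits of the rats and the test of the total's scaling were set before.

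The m6A ratio of 65 probes differed between the groups. Of 100 splits of the 10 rats drawn from the 126 possible, 2 called at least as many, the real one included. This met the rule set beforehand for a count beyond chance, fewer than 5 in 100. But the other split called 4954, so a split unrelated to LPS can also give a large count, and the splits do not exclude chance. That other split separates exactly the 5 rats with the lowest median m6A ratio (LPS rats 1 and 6, control rats 16, 18 and 20) from the others. It follows the spike-in constants: the constant of IP minus that of Sup was -0.11 to -0.30 in these 5 and -0.47 to -0.63 in the others. The large count thus goes with the scaling of the arrays. Whether the constants carry a difference of the samples was not tested. After each array was centred on its median that split called 0 probes and the real split 100. The next highest other split before centring called 2. For 28 probes called on slides 1 and 3 alone, 0.467 of the difference, at the median, was seen within slide 2 for its LPS rat, against 0.168, -0.018 and -0.13 for its 3 control rats set against the rest in the same way. Control rats of slide 1 set against control rats of slide 2 gave 32 ratio calls with no LPS in the comparison, and slide 2 holds 1 LPS rat, so for the probes called here an effect of the slide and one of LPS cannot be told apart.

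The total of both fractions, which the paper does not analyse, differed for far more probes, with 5581 higher and 1774 lower in LPS. Of 100 splits only the real one (1 of 100) called as many, and the highest other split called 1. This met the rule set beforehand for a count beyond chance. But 100 of the 126 possible splits were drawn, and rats were exchanged regardless of their slide. Every other split mixes LPS and control rats, so a large effect of LPS or of the slide by itself keeps its count low. The count of the real split was thus rare among the splits drawn, but they do not exclude chance outright. For 3984 probes called on slides 1 and 3 alone, 0.702 of the difference was seen within slide 2 for its LPS rat, against -0.0091, -0.038 and 0.046 for its control rats, and 88.9% had the same sign; control rats of slide 1 against slide 2 gave 0 calls by limma, but with 1 LPS rat on that slide, an effect of the slide cannot be told apart from one of LPS here either. The share of higher calls lost 32.9 percentage points when each total was set against the 75th percentile of its array, but this centring removes an overall shift whatever made it, so an effect of the spike-in scaling and a change in the amount of RNA in LPS, which was not tested, cannot be told apart.

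The paper reports a lower global m6A level of mRNA in LPS by LC-MS/MS, while the median m6A ratio over all kept probes of the arrays was not lower (difference 0.028, exact permutation p = 0.83). The arrays weigh every probe alike, rest on 5 rats per group and depend on the spike-in constants. With the array scaled on the spike-named probes or not scaled the difference was negative, with a smaller exact permutation p of 0.0794, and on raw signals without dye normalization or scaling it was also negative (exact permutation p = 0.262). Neither is a decrease past the threshold, and with this spread between rats an effect of either step cannot be told apart from none. Processed signals with no scaling cannot show a shift of all probes, because the dye normalization had set both fractions of each array to a common level. No biological explanation was tested for the gap between the assays.

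Of 138 groups of rats that were searched for a rat far from the others, 10 held one, and chance gives about 1 in 20. The log2 total of Cd44 was 1.90 in LPS rat 6 and 0.80 to 1.03 in the other LPS rats. The level of Tnfrsf21 was 29.0% in LPS rat 1, the LPS rat of slide 2, and 19.8% to 21.5% in the other LPS rats. The LPS arrays had 312 to 1149 outlier spots and the control arrays 119 to 532, a difference that goes with treatment and slide alike. Control rat 18 had 532 outlier spots and the other control rats 119 to 233. Its level of AABR07052508.1 was 15.2%, against 30.9% to 35.9%. The level of Cd44 was 55.1% in control rat 16 and 25.7% to 32.4% in the other control rats, with an IP signal not well above background in any of the 5. Control rat 17 had a log2 total of 5.39 for Gas7 (4.56 to 4.80 in the others), of 1.04 for Il6 (-3.33 to -2.67) and of 3.96 for Slpi (2.81 to 2.90). The level of Gprc5d was 42.2% in control rat 15 and 32.9% to 35.5% in the others, and that of XR_338486 was 16.4% in control rat 20 and 21.2% to 22.6% in the others.

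Of the 65 probes whose m6A ratio differed, 17 are not in the deposited table of values, and the other 48 were also called on that table, which gave 73 calls. Both sets of values come from the same signals, apart from a constant per column and the outlier spots left out, so this overlap is largely built in.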

How the results depend on the processing

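Scaling on the spike-named probes, signals with no scaling and the slide as a random block were chosen after seeing the data. The cause of a change was not tested unless a cause is named. No paired analysis was possible because LPS and control rats carry different numbers and both fractions of a rat already enter 1 ratio. No gene list could be tested, so the alternatives for gene lists (settings, correlation between genes, choice of probe) were not run. Signal over background limits many of the named transcripts: 10 of the 31 were well above background in both fractions on every array and 21 were not. Comp and LOC103689983 are among the 21 only because outlier spots were left out. Both were well above background in both fractions on every array with a value.

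For the m6A ratio limma called 28 probes higher and 37 lower. The pair was 93 and 38 on raw median signals, 11 and 6 after normexp, 38 and 62 with the ratio centred on its median, 38 and 68 with loess, 22 and 21 with the filter for all arrays, where fewer probes are tested, 35 and 77 with the spike-named probes, 4 and 6 with the slide as a block, 14 and 27 with the fold limit added, 1232 and 928 by the methods' t-test on the log2 ratio, not the level, at p under 0.05, and 0 and 0 by that test after Benjamini-Hochberg. It was 27 and 34 with the slide as a random block. Without 1 rat it ranged from 7 (without LPS rat 5) to 29 higher and from 9 (without LPS rat 6) to 24 lower, with fewer rats tested. At the study's thresholds, with the test on the level, the pair was 71 and 98, and it was 23 and 27 on raw signals, 12 and 7 after normexp, 34 and 47 in the deposited table, 29 and 44 with both fractions above background, 44 and 54 with all arrays, 132 higher with no filter, 2 and 2 after Benjamini-Hochberg, and 48 to 111 higher and 69 to 121 lower without 1 rat.

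For the total limma called 5581 probes higher and 1774 lower. The pair was 10472 and 1004 on raw signals, 17473 and 692 after normexp, 3534 and 4687 relative to the 75th percentile, 3669 lower after quantile normalization, 2900 and 822 in the Sup signal alone, 2878 lower by the methods' t-test on the log2 total at p under 0.05, 687 and 162 with the slide as a block, and 4315 to 6546 and 1208 to 1913 without 1 rat. The share of higher calls was 75.9%, and 91.3% on raw signals, 96.2% after normexp, 43.0% relative to the 75th percentile and 55.5% after quantile normalization.

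The difference of 0.028 in the median m6A ratio was -0.063 with the spike-named probes, -0.24 on raw signals and -0.048 on processed signals with no scaling, and -0.029 to 0.11 without 1 rat, negative without LPS rat 5, LPS rat 7, control rat 16 or control rat 18. The difference of 0.16 in the median total was 0.14 with the spike-named probes (exact permutation p = 0.15), -0.13 on raw and -0.099 on processed signals with no scaling, and 0.11 to 0.21 without 1 rat, where it failed the exact test for 7 of the 10 rats. The difference in similarity was 0.095 to 0.18 for the ratio and 0.77 to 0.85 for the total without 1 rat, and it kept its direction throughout and its side of the threshold except, for the ratio, without LPS rat 5 or LPS rat 7. The correlation of ratio and total differences from different rats, 0.031, was -0.058 on raw signals and 0.22 after normexp, and 0.014 to 0.046 without 1 rat.

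For the 31 named transcripts with a ratio, 274 values under other settings kept direction and side of the threshold, 44 passed newly, 37 no longer passed and 10 turned; without 1 rat the numbers were 255, 7, 40 and 0. Of the 12 called ratios, normexp ended all but those of Gas7 and Gprc5d, raw signals those of Stk38l and XR_349185, no filter those of Il6, Gprc5d and XR_595034, centring that of Il6, the slide as a block all but those of Stk38l and XR_349185, and the methods' t-test on the log2 ratio after Benjamini-Hochberg all 12. The log2 difference in the ratio turned on raw median signals for XR_596592 0.20, XR_594228 0.39 and XR_589378 0.21; after normexp for AABR07026021.1 0.12, XR_596592 0.36, XR_349185 0.068, XR_594228 0.38, XR_589378 0.39, XR_590580 0.14 and Rps15a 0.020. For the totals of 55 named probes the numbers were 575, 17, 59 and 31 under other settings, and 496, 6, 27 and 13 without 1 rat. Normexp ended the calls of the totals of Cfap52, Tnfrsf21, Drd4, XR_594228, Cdh2, Ldha, Cse1l, Magoh, Ndfip1, Ndfip2, Pdcd10 and Pop7, apart from those that turned. The log2 difference in the total turned as follows. On raw median signals it was Ppp2r2b 0.12, AABR07052508.1 0.28, XR_596592 0.095 and XR_589378 0.071. After normexp it was Cyp2e1 0.12, Eif4b -0.071, Med16 0.050, Ppp2r2b 0.39, AABR07026021.1 0.084, AABR07052508.1 0.44, XR_338486 0.19, XR_596592 0.36, XR_346771 0.045, LOC103689983 -0.27 and XR_589378 0.40. Relative to the 75th percentile it was XR_001840348 -0.14, Odf2l -0.084, LOC103689983 -0.25 and XR_595034 -0.23. After quantile normalization it was Enpp1 -0.016, XR_001840348 -0.075, Odf2l -0.066, LOC103689983 -0.028 and XR_595034 -0.071. In the Sup signal alone it was LOC103689983 -0.30 and XR_595034 -0.55. With the slide as a block it was Enpp1 -0.21, XR_338486 0.21, LOC103689983 -0.20, XR_589378 0.19 and XR_595034 -0.19. Without 1 rat, where any value turned, the range was AABR07052508.1 -0.14 to 0.028, Enpp1 -0.00042 to 0.45, Gas7 -0.16 to 0.048, LOC103689983 -0.11 to 0.11, XR_595034 -0.12 to 0.10 and Med16 -0.27 to 0.075.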

Differences from the paper's values

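The paper reports 27 hypermethylated transcripts in LPS, the paper's value, at a fold change over 1.5 and p under 0.05, and 71 probes were higher at these thresholds here. The count here is over probes of all types. Of the 29622 probes tested here, 24533 are in the deposited table, with the same signals apart from a constant per column and the outlier spots left out. The gap between its 34 and the 71 here therefore comes from the probes it lacks and from those spots. Of the alternatives set before the data were examined, the raw median signals (23), the deposited table of values (34) and the filter for both fractions above background (29) lay within 1.5 times the paper's value. Normexp background correction (12), the ratio centred on its median (89), the filter for all arrays (44), no filter (132), the log2 of the level (79), Benjamini-Hochberg adjustment (2) and each rat left out in turn (48 to 111) did not. Scaling on the spike-named probes, chosen after seeing the data, gave 48.

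The paper's mRNAs and lncRNAs with a significantly lower m6A level come to 46 together, the paper's value, and 98 probes were lower here at the same thresholds. The gap between 98 and the 47 of the deposited table again comes from the probes it lacks and from the outlier spots left out. Of the alternatives set before the data were examined, the deposited table of values (47), the filter for both fractions above background (44), the filter for all arrays (54) and the arrays without control rat 15 (69) lay within 1.5 times the paper's value. The raw median signals (27), normexp background correction (7), the ratio centred on its median (138), no filter (118), the log2 of the level (105), Benjamini-Hochberg adjustment (2) and each of the other rats left out in turn (73 to 121) did not. Scaling on the spike-named probes, chosen after seeing the data, did not come within it either. The paper's counts by transcript type are not set beside counts here, because the files do not give the type of a probe.

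Of the 31 transcripts that the paper presents as altered, 12 passed limma's adjusted threshold and 19 did not. At the study's own thresholds 29 passed. This follows from the matching, since the signals are those of the deposited table apart from a constant per column and the outlier spots left out. The exceptions were Comp, with a fold of 0.685 over 3 LPS and 5 control rats, and LOC103689983, with a fold of 1.42 over 5 LPS and 4 control rats; spots marked as outliers were left out for both, and both pass at the study's thresholds in the deposited table. All 19 had p under 0.05 in the methods' t-test, on the level and on the log2 ratio, which for the level largely follows from the matching too. Of the 19, limma's adjusted threshold was also passed by 4 in the deposited table (Cd44, Rps15a, XR_589378 and XR_594228), by 6 with both fractions above background (Rtn4, Cd44, Rps15a, XR_589378, XR_590580 and XR_594228), by 8 on raw median signals (Rtn4, Drd4, Ssr1, Clec1b, Comp, Slpi, XR_338486 and XR_346771), by 3 after normexp (Rtn4, Clec1b and Comp), and by 1 each, Rps15a, with loess and with the filter for all arrays. Leaving out LPS rat 1 called 2 (XR_338486 and XR_589378), LPS rat 3 called 3 (AABR07026021.1, Rps15a and XR_594228), control rat 15 called 1 (Rtn4) and control rat 16 called 1 (Cd44). Scaling on the spike-named probes, chosen after seeing the data, called 2 (Rps15a and XR_594228). The remaining 5 of the 19 were called only by the methods' t-test at an unadjusted p under 0.05.

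Table 1 lists XR_346771 and Table 2 lists Clec1b as hypermethylated, and the paper's single-base assay gives both a higher m6A level in LPS. Their levels were higher here too, and that of Stk38l, which the paper names as lower, was lower. These directions are built in, since the probes were found by the paper's values and rest on the same signals. The ratio did not pass limma's adjusted threshold for XR_346771 (adjusted p = 0.20) or Clec1b (0.34) and passed for Stk38l (0.019). This contrast depends on the setting. On raw median signals XR_346771 and Clec1b passed and Stk38l did not, and after normexp Clec1b passed and Stk38l did not. The IP signal of Stk38l was well above background on 1 of the 5 LPS arrays.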

Other observations

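The condition on the sign in the test of shared measurement error was chosen after its result was seen. Probes outside the paper's tables could be named through their accessions. Of the 24 tested, the total of both fractions was higher in LPS for 14, lower for 0 (limma, adjusted p under 0.05) and not past the threshold for 10, and no m6A ratio passed. Relative to the 75th percentile of each array 12 were higher. Ptk2b, a calcium-dependent tyrosine kinase, rose by 1.89 on the log2 scale (standard error 0.28, adjusted p = 0.00052 from limma), and relative to the 75th percentile by 1.65. Fgf2, a growth factor, rose by 1.45 (1.22), Cdh2, the cadherin of the intercalated disc, by 1.13 (0.89), Pld1, a phospholipase, by 0.94 (0.71), and the lactate dehydrogenase subunit Ldha by 0.52, where the relative value of 0.28 did not pass. The totals of the LPS and control rats did not overlap for these 5, of which Cdh2, Pld1 and Ldha, like Nat1 and Nlrp3, were chosen after their values were seen. The call of Ldha was lost without any 1 of the LPS rats or of control rats 15 and 16. After normexp the total differences of Ptk2b (0.68), Fgf2 (0.89) and Pld1 (0.61) still passed, and those of Cdh2 (0.69), Ldha (0.18), Cse1l, Magoh, Ndfip1, Ndfip2, Pdcd10 and Pop7, also among the 14, did not. Of the 14, only Pld1 and Nat1, an N-acetyltransferase, still passed with the slide as a block. The blocked difference of Pld1 was 1.17 (adjusted p = 0.047 from limma, against 0.00046 to 0.047 over its alternatives) and that of Nat1 was 1.27 (adjusted p = 0.043, against 0.00015 to 0.043), while Ptk2b (1.59), Fgf2 (1.03), Cdh2 (1.27) and Ldha (0.29) did not pass. Nlrp3, the inflammasome sensor, was too dim to be tested. Its IP signal was well above background on 3 of the 5 LPS arrays and on no control array. The LPS mean lay 2.31-fold above the bound for the control arrays. It includes LPS signals not well above background, so this is no strict bound. The Sup signal of Nlrp3, well above background on 2 LPS arrays and on no control array, gave no bound. The study's table holds another transcript of Ptk2b, with a level of 35.5% ± 11.1 (SD, n = 5) in LPS and 20.4% ± 3.42 (SD, n = 5) in control rats and a total difference of 0.35, which passed neither test (limma, adjusted p = 0.23 and 0.24).

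All 10 mRNAs that the paper lists as hypomethylated had a higher total in LPS. One hypothesis is that ratio and total share measurement error, since both come from the same pair of signals. It was tested by choosing the 37 lowest ratio differences in some of the rats and reading their total in the others. In 37 of 100 partitions of the rats their median total difference lay above that of all probes, and at the median it was 0.054, against 0.13 for all 29622 probes and -0.54 in the rats they were chosen in. For the 28 highest ratio differences it was 0.57, above all probes in 95 of 100 partitions. The prediction set beforehand was met. Simulated arrays with no effect gave a correlation of 0.24 between the ratio and the total of the same rats, and this sign, like the value of -0.54, runs opposite to the higher totals of the listed mRNAs. At the median over the partitions, 10 of the 37 probes were among those called in all rats, so the test says little about the listed mRNAs, and for them the hypothesis stays open.

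Across the kept probes, which are not independent replicates, the difference in the m6A ratio and the difference in the total had a Pearson r of 0.12 and a Spearman rho of 0.14. With ratio and total taken from different rats r was 0.031, from -0.083 to 0.14 over 100 partitions.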
